# Molecular signatures of in situ to invasive progression for basal-like breast cancers: An integrated mouse model and human DCIS study

**DOI:** 10.1038/s41523-022-00450-w

**Published:** 2022-07-18

**Authors:** Aatish Thennavan, Susana Garcia-Recio, Siyao Liu, Xiaping He, Charles M. Perou

**Keywords:** Cancer genomics, Transcriptomics

## Abstract

Ductal carcinoma in situ (DCIS) of the breast is a non-obligate precursor of Invasive Ductal Carcinoma (IDC) and thus the identification of features that may predict DCIS progression would be of potential clinical value. Experimental mouse models can be used to address this challenge by studying DCIS-to-IDC biology. Here we utilize single cell RNA sequencing (scRNAseq) on the C3Tag genetically engineered mouse model that forms DCIS-like precursor lesions and for which many lesions progress into end-stage basal-like molecular subtype IDC. We also perform bulk RNAseq analysis on 10 human synchronous DCIS-IDC pairs comprised of estrogen receptor (ER) positive and ER-negative subsets and utilize 2 additional public human DCIS data sets for comparison to our mouse model. By identifying malignant cells using inferred DNA copy number changes from the murine C3Tag scRNAseq data, we show the existence of cancer cells within the C3Tag pre-DCIS, DCIS, and IDC-like tumor specimens. These cancer cells were further classified into proliferative, hypoxic, and inflammatory subpopulations, which change in frequency in DCIS versus IDC. The C3Tag tumor progression model was also associated with increase in Cancer-Associated Fibroblasts and decrease in activated T cells in IDC. Importantly, we translate the C3Tag murine genomic findings into human DCIS where we find common features only with human basal-like DCIS, suggesting there are intrinsic subtype unique DCIS features. This study identifies several tumor and microenvironmental features associated with DCIS progression and may also provide genomic signatures that can identify progression-prone DCIS within the context of human basal-like breast cancers.

## Introduction

Breast cancer (BC) involves the transformation of the normal breast ducts through a variety of histopathologic recognized precursor non-invasive states into fully transformed malignant tumors^1^. Ductal carcinoma in situ (DCIS) is believed to be a precursor of invasive ductal carcinoma not otherwise specified (IDC), the most common BC histologic type^2^. DCIS comprises 20–30% of BC in the US and worldwide^3,4^. Similar molecular profiles, and DNA clonality commonalities, exist between many DCIS and IDC lending support to the precursor status of DCIS to IDC^5^. However, approximately only 20–40% of DCIS progress to IDC if left untreated, and this progression can be in part predicted by the histological grade of the DCIS^6–8^. These studies highlight that there is a subset of DCIS that are true precursors to IDC, and that features like grade can predict a higher propensity of a given DCIS lesion to turn into an IDC. This DCIS subset is likely enriched in cell populations containing genetic and/or genomic aberrations that increase the risk of malignant progression. However, there is a lack of biological understanding and diagnostic methods to robustly identify progression-prone DCIS beyond grade, thus leading to a present state of clinical consensus of DCIS overtreatment^8,9^.

Based on gene expression, IDC can be subdivided into “intrinsic” subtypes with basal-like subtype showing the worst clinical prognosis^10,11^. DCIS can also be similarly subtyped using gene expression like IDC suggesting a molecular continuum as DCIS progresses into cancer^5,12–14^. Specifically, these studies suggest the existence of basal-like DCIS as a distinct entity that is unique from other DCIS. These studies also highlight that basal-like DCIS to basal-like IDC transition is associated with a microenvironment immune cell changes unlike DCIS-IDC transitions of other molecular subtypes^12^. However, PDX models fail to include the complete microenvironment changes in DCIS progression accurately and thus there is a pressing need to use animal models with intact immune systems for studying DCIS progression. In this regard, the C3(1)/SV40 T-antigen GEM model (henceforth called C3Tag) forms early Mammary Intraepithelial Neoplasia (MIN; DCIS equivalent term in veterinary histopathology) that histologically resembles human DCIS and end-state IDC-like tumors of basal-like subtype, and therefore might be a good model to study progression-prone DCIS^15–18^. Our hypothesis is that specific tumor and/or microenvironmental changes occur that governs DCIS to IDC transformation, and that these changes may be identified in a GEM model and also occur in human DCIS as well. Our aim was to identify these molecular changes in C3Tag MIN (henceforth called DCIS) and IDC-like tumors (henceforth called Tumor) utilizing single cell RNA sequencing (scRNAseq) and analyze these findings relative to human DCIS to identify possible commonalities.

## Results

### Epithelial cell populations identified across C3Tag mammary prepuberty, DCIS, and IDC-like tumor states

To identify both epithelial and microenvironment cellular changes associated with normal ducts transitioning into invasive tumors in the C3Tag mouse model, we performed 6 scRNAseq experiments on the whole mammary glands from three distinct disease states/timepoints (*n* = 2 for each timepoint) including: (1) Prepuberty: 5–6 weeks; (2) DCIS: 12–16 weeks; and (3) Invasive IDC-like Tumor: more than 16 weeks with presence of a palpable tumor. For the gland harvested for DCIS and prepuberty disease state scRNAseq, we hemi-sectioned the mammary gland and performed a routine formalin-fixed paraffin embedded (FFPE) hematoxylin and eosin (H&E) staining to confirm that the gland contained MIN/DCIS lesions and normal ducts before conducting the scRNAseq experiment on the contralateral gland of the same mouse (Fig. 1a). At the same time, we also harvested another mammary gland of the same mouse to perform bulk RNAseq from the prepuberty and DCIS disease states (Fig. 1a). We defined prepuberty and DCIS disease states as per established developmental timepoints for normal ductal and MIN lesions found in C3Tag mouse model^15,19^. Normal ducts are seen in the C3Tag mouse when the *SV40-large T-antigen* is not fully activated and therefore the mice from these time points were collected before they attained puberty and thus called “Prepuberty” state. “DCIS” disease state was defined as the time frame after puberty and where the ducts start containing MIN lesions that are veterinary pathological entities like human DCIS. Furthermore, for this time point we sampled mammary glands that showed higher grade of MIN and presence of areas of central necrosis like human DCIS by routine H&E staining (Fig. 1b). For “Tumor” disease state, palpable tumor was detected, harvested, and sectioned for scRNAseq and bulk RNAseq.

**Fig. 1:**
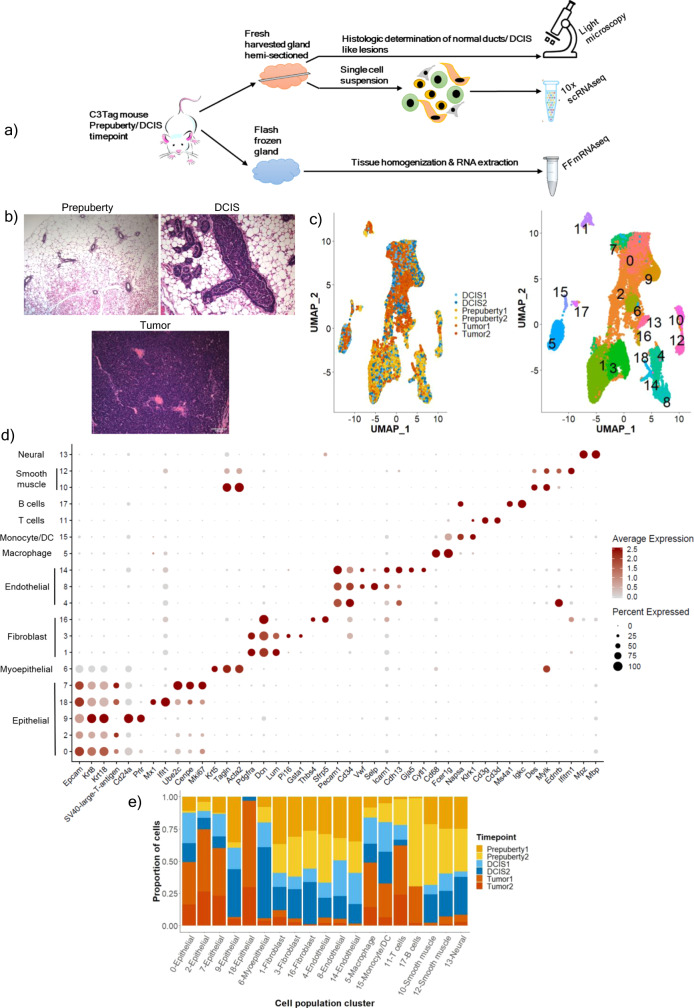
The overall single-cell RNAseq experimental set up and description of all single-cell populations identified per C3Tag disease stage. **a** Schematic of C3Tag experimental strategy to identify MIN/DCIS lesions for downstream scRNAseq and bulk RNA sequencing. **b** Hematoxylin and Eosin (H&E) stained photomicrographs showing normal C3Tag mammary ducts at prepuberty disease state (×100 magnification), DCIS-like MIN lesions at DCIS disease state (×200 magnification) and mammary tumor cells at tumor disease state (×200 magnification). Scale bars, 100 μm. **c** UMAP plot of 21,332 single cells in C3Tag mammary colored by the disease state (Left panel) and by the identified cell populations (Right panel). **d** Dot plot of the expression of specific marker genes across the cell populations identified. **e** Barplots showing relative contribution of disease state to the identified cell populations [MIN: Mammary intra-epithelial neoplasia; DCIS: Ductal carcinoma in-situ, FF-mRNAseq: Flash-frozen mRNA sequenced]. Source data are provided as a Source Data File 1.

For our primary analyses of C3Tag scRNAseq we captured 21,332 cells from 6 scRNAseq experiments and identified multiple cell type specific clusters comprising the mouse mammary gland milieu (Fig. 1c). We identified statistically significant differentially expressed (DE) genes defining each cluster and used previously determined marker genes to annotate the UMAP cell group clusters. Clusters 0, 2, 9, 18, and 7 were epithelial (*Epcam, Krt8 and Krt18* high; Fig. 1d; Supplementary File 1). We also mapped the *SV40-large-T-antigen* gene sequences on our scRNAseq data and found that clusters 0, 2, 18, and 7 expressed this feature with a significant high expression in cluster 2 (Fig. 1d). Moreover, cluster 7 was composed of cells with *SV40-large-T-antigen* expression and many proliferative genes like *Cenpe* and *Mki67* indicating a mitotically active subset of epithelial cells. Epithelial cluster 9 was devoid of *SV40-large-T-antigen*, showed low expression of proliferative genes, and had high expression of luminal genes namely *Cd24a and Prlr* indicating that this population was likely non-tumor normal epithelial cells (Fig. 1d). We also identified myoepithelial cells as a separate cluster 6 (Fig. 1d) based on the expression of *Krt5, Tagln and Acta2*, and no expression of *SV40-large-T-antigen*. In a similar fashion, we were able to identify several cell types of the microenvironment in all 3 disease states: clusters 1, 3, 16 (Fibroblasts: *Pdgfra, Dcn, Lum*); clusters 4, 8, 14 (Endothelial cells: *Pecam1, Cd34*); cluster 5 (Macrophage: *Cd68, Fcer1g*); cluster 15 (Monocyte/ Dendritic cells: *Napsa, Klrk1*); cluster 11 (T lymphocytes: *Cd3g, Cd3d*); cluster 17 (B lymphocytes: *Ms4a1*), cluster 10,12 (Smooth muscle: *Des*) and cluster 13 (Neural Schwann cells: *Mpz, Mbp*).

Although all the cell clusters in the merged data set were found to contain cells from all three disease states, we found that the relative proportions of cells differed across the disease states. For example, both cluster 9 (normal luminal cells) and cluster 6 (myoepithelial cells) were shown to be almost entirely composed of cells from the Prepuberty and the DCIS disease states (Fig. 1e). To assess the statistical significance of the changes in the cellular composition across all 3 disease states, we utilized a generalized linear regression model that accounted for the batch effects and the 2 technical replicates for each state (Supplementary File 1). The results of this analysis showed that there was statistical significance of differences in cell numbers of epithelial clusters 2, 7, and 11 in the Tumor state versus the DCIS (*p* value < 0.001). In fact, the odds of finding a cell from cluster 2 that was high in *SV40-large-T-antigen*, was 8-fold (odds ratio: 8.05) higher in the Tumor state than the DCIS state. Interestingly, the T lymphocyte cluster 11 (odds ratio: 4.46) and macrophage cluster 5 (odds ratio: 1.35) were also significant for an increased odds ratio to be found in the Tumor state. The same analysis between the Prepuberty and DCIS state showed that the fibroblast and endothelial cells to be significantly more in the prepuberty disease state than the DCIS disease state (Supplementary File 1).

### Genomic and cell biological approaches to identify cancer cell populations and epithelial cells across C3Tag prepuberty, DCIS and IDC-like Tumor states

Since gene expression “dropout” events are known to be associated with scRNAseq data, we utilized inferCNV^20–22^ to identify epithelial cells with DNA copy number changes (i.e., tumor cells) in the C3Tag mouse model, as opposed to only using *SV40-large-T-antigen* expression to identify malignant cells. InferCNV identifies Copy Number Aberrations (CNA) from scRNAseq data as chromosomally located regions of common high, or low, gene expression levels, and is considered a robust means of identifying cancer cells in a mix of normal and cancer cells. InferCNV identifies regions of CNAs using comparisons to normal reference cells, and hence we utilized our previously published scRNAseq data (*n* = 2) of FVB/NJ normal (12 weeks) mouse mammary glands^23^, which are the same strain background as C3Tag mice used here; specifically, we utilized the FVB normal mammary gland epithelial cells to call CNA events in our dataset.

Using the InferCNV approach we were able to identify CNA+ cells in all three disease states (Supplementary Fig. 1), albeit at very different frequencies. Only small numbers of CNA+ cells were identified in our Prepuberty (Supplementary Fig. 1a) and DCIS disease states, with shared events between the two DCIS samples identified (Supplementary Fig. 1a). However, there were distinct human breast CNA events identified in the two Tumor samples where one tumor – ‘Tumor1’ was identified as KRAS altered with a chr6 related KRAS amplification (Supplementary Fig. 1a), which is a previously noted common event in this tumor model^24^. We also performed array CGH (aCGH) analysis on bulk DNA harvested from DCIS and Tumor states and validated many of the CNA profiles coming from the scRNAseq InferCNV calls (Supplementary Fig. 1b, c). For DCIS states, chr2q deletion (del) was identified in both scRNAseq and bulk aCGH. For Tumor, chr1 amplification (amp), chr3 amp, chr6 amp, and chr10 del were identified in bulk aCGH and inferCNV (Supplementary Fig. 1c). Lastly, to robustly identify malignant CNA+ cells for downstream analyses, we used a correlation approach and calculated two correlation values for each cell in relation to i) the CNA profile of the top 5% of non-epithelial cells in each individual disease timepoint and ii) the CNA profile of normal FVB epithelial cells (Supplementary Fig. 2a–e). Cells were designated as CNA high cancer cells if they had a higher score than the median correlation value to the top 5% of non-epithelial cells and had a score lower than the median correlation value to normal epithelial cells. We also looked at the *SV40 large -T-antigen* expression in our CNA inferred cancer cells and found that 80–90% of these cells were *SV40-large-T-antigen* positive. Thus, we identified 2025 CNA high cancer cells (Prepuberty 1: 62 cells; DCIS 1: 319 cells; DCIS 2: 267 cells; Tumor 1: 986 cells; Tumor 2: 391 cells) out of 9679 epithelial cells from our 6 scRNAseq data combined; no CNA high cancer cells were found in Prepuberty 2.

We next utilized IKAP (Identifying K mAjor cell Pory ducts at prepuberty diseapulation)^25^ to identify the optimal cluster number using the CNA altered cells and identified 5 subpopulations of cancer cells (Figs. 2a, b and 3). Since these are relatively unknown subpopulations, we relied on known breast cancer gene signatures^26^ instead of specific marker genes to identify their biological features. Statistically significant gene signatures indicating unique cellular biological processes were identified: Hypoxia and glycolysis gene signature for cluster 0; Proliferation for cluster 3 and an Interferon/Inflammatory gene signature for cluster 4 (Fig. 2c; Supplementary File 2). Through the gene signature analysis, we were then able to better understand many of the differentially expressed genes identified in these cancer cell subpopulations. For example, cluster 0 had significant high expression of *Aldoa, Pgam1, and Pgk1* (Supplementary File 2), which are involved in the glycolysis pathway, and *Timp1, Ldha, and Eif4ebp1* (Supplementary File 2) that are involved in HIF-1 alpha signaling. Similarly, cluster 4 had significant high expression of *Gbp2, Usp18, Irf7, Ifit1, B2m,* and *Stat1*, which are genes involved in the interferon pathway (Supplementary File 2). Cluster 1 and cluster 2 had no specific enriched breast cancer signatures however cluster 1 had several ribosomal and ER stress-associated genes (*Rpl41, Rps27, Rps29, Fosb,* and *Jund*). Cluster 2 had high expression of other mammary gland-specific genes (*Fxyd3, Trf, Wfdc18, Plekhb1,* and *Lcn2*).

**Fig. 2:**
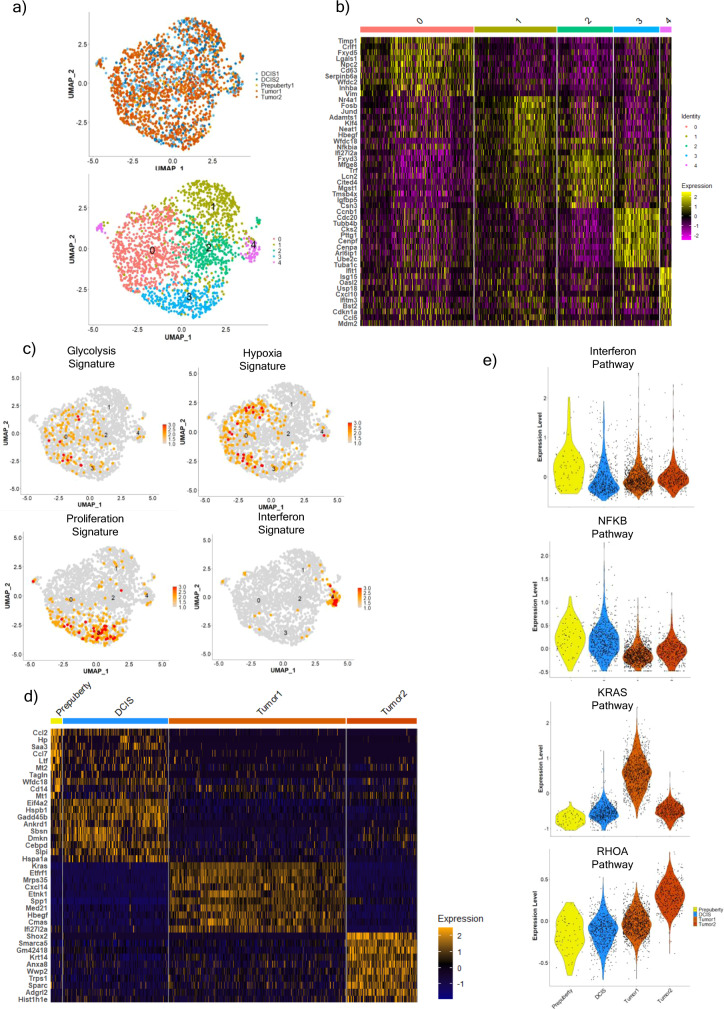
The different subpopulations and gene pathways identified in copy number high C3Tag cancer cells across the disease states. **a** UMAP plot of 2025 copy number high cancer cells with RNAseq data colored by the disease state (Top panel) and by the cell populations identified (Bottom panel). **b** Heatmap of top 10 significant upregulated genes identified per cancer cell subpopulation using the Wilcoxon rank sum test. **c** UMAP plots highlighting significant breast cancer gene signatures from Fan et al.^26^ enriched in specific cancer cell subpopulations: Glycolysis and Hypoxia gene signature for subpopulation 0, Proliferation gene signature for subpopulation 3, and Interferon gene signature for subpopulation 4. **d** Heatmap of top 10 significant upregulated genes identified in cancer cells per Prepuberty, DCIS, Tumor1 (KRAS amplified) and Tumor2 disease states by Wilcoxon rank sum test. **e** Violin plots of NFKB pathway, KRAS pathway, and RHOA pathway scores in cancer cells from Prepuberty, DCIS, Tumor1 (KRAS amplified), and Tumor 2 states. Source data are provided as a Source Data file 2.

We next identified 141 genes that were constitutively high within all cancer cells in all 3 disease states. These conserved genes comprised predominately of 78 proliferation genes including *Ube2c, Cdc20, and Cenpf* (Supplementary Fig. 4a), and 43 pro-inflammatory genes such as *Cxcl10, Ifit1*, and *Isg15* (Supplementary Fig. 4b; Supplementary File 2). These genes arose early even in InferCNV+ prepuberty cells and remained high in the C3Tag DCIS-Tumor transformation process indicating that these genes could be early markers of cancer transformation. This finding of proliferation-associated genes is also directly related to the natural biology of the *SV40-Large T antigen* that drives tumorigenesis in C3Tag mice by inactivating p53 and Rb. In fact, 30/78 of genes from our proliferation signature had an E2F transcription binding site (Supplementary File 2).

Since we identified many genes aberrantly high in the DCIS state, we sought to examine the panel of OncotypeDx DCIS genes^27,28^ in our mouse models cells dataset. Oncotype Dx DCIS score was specifically developed as a prognostic score to identify biologically aggressive human DCIS and consists of 5 proliferative genes (*Ki67, STK15, Survivin, CCNB1, and MYBL2*), 2 non-proliferation genes (*PR, GSTM1*) and 5 housekeeping reference genes. Interestingly we found 5/7 of the Oncotype Dx DCIS non-housekeeping genes constitutively high in the C3Tag cancer cells from all 3 states except *Pgr*, which was <10% in cells of our murine DCIS states and completely not present in the murine tumor state (Supplementary Fig. 4c); these finding highlights that our CNA high C3Tag cancer cells are expressing genes already used to identify biologically aggressive human DCIS.

We also constructed disease state specific gene signatures for the 3 states. Since both our C3Tag tumors showed different CNA profiles (Supplementary Fig. 1a), they each showed unique upregulated genes with Tumor1 exhibiting high level of *Kras* (Fig. 2d). Cancer cells (i.e., CNA+) from the prepuberty disease state had significant high expression of genes involved in the innate immunity and chemokine signaling pathway *(Ccl2, Ltf, Ccl7, Ccl20*; Fig. 2d). The genes enriched in the DCIS state were associated with regulation of stress response (*Hspa1a, Hspa1b*), apoptosis (*Txnip, Bex3, Gadd45a, and Ankrd1*), proliferation (*Cebpd, Nfkbia*) and inflammation (*Ccl20, F3, Icam1*); however, most genes identified between the cancer cells in prepuberty, and DCIS states were shared in both states (Fig. 2d; Supplementary File 2). We also calculated breast cancer gene signatures for each CNA+ cellular disease state and found many disease state relevant signatures including high expression of interferon signature enriched in prepuberty state; NFKB associated gene signature was enriched in DCIS state; KRAS gene signature was enriched in Tumor1 and RHOA gene signature was enriched in Tumor2 (Fig. 2e; Supplementary File 2). We also computed gene set variation analysis (GSVA)^29^ scores for the MSigDB H: Hallmark gene sets for the cancer cells per each disease states and found similar gene signature patterns (Supplementary File 2). Namely, Prepuberty cancer cells were enriched in Hallmark Interferon alpha response and Hallmark Interferon gamma response; DCIS cancer cells were enriched in Hallmark IL6-JAK-STAT3 signaling and TNFA signaling via NFKB; Tumor1 cancer cells were enriched in Hallmark angiogenesis, KRAS-up and DNA repair; Tumor2 cancer cells were enriched in Hallmark E2F targets and MTORC1 signaling (Supplementary File 2). Thus, using our CNA high cancer cells, we re-identified proliferation gene signatures but also put forth gene signatures that may be associated with basal-like precursor states.

### Microenvironment-specific disease state signatures show similarities between prepuberty/DCIS state and the tumor state

The surrounding fibroblasts and immune cells are considered to play a role in influencing DCIS-Tumor transition^12,30^. We first examined fibroblasts from the 3 disease states and when examined alone these cells clustered into 2 broad populations including a myofibroblast like group (Supplementary Fig. 5a, b; cluster 1) and an inflammatory like group (Supplementary Fig. 5a, b; clusters 0, 2) based upon marker genes from published fibroblasts subsets in BC^31^ (Supplementary File 3). Upon construction of disease state-specific gene signatures, we found that the fibroblasts from the Tumor disease state were distinct (Fig. 3a); these fibroblasts from the Tumor state were associated with increased expression of genes involved in extracellular matrix organization and signaling pathways like Integrin and FGF signaling pathways (*Col3a1, Col5a1, Tnc, Sdc2,* and *Spp1*; Supplementary File 3). We also applied a published breast tumor Cancer-Associated Fibroblast/CAF gene signature^32^ from the Molecular Signatures Database (MSigDB)^33,34^ and found it was significantly higher in the Tumor vs DCIS and Prepuberty fibroblasts (Fig. 3b).

**Fig. 3:**
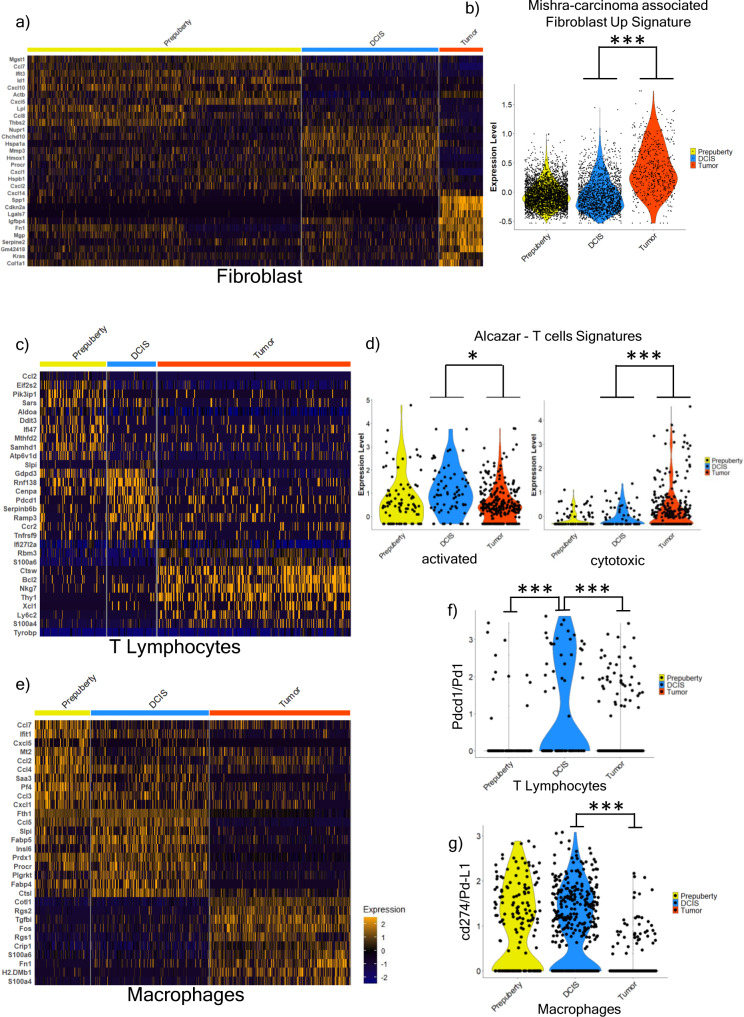
Microenvironment subpopulations and gene signatures across the disease states. **a** Heatmap of top 10 significant upregulated genes identified in fibroblasts per disease states by Wilcoxon rank sum test. **b** Violin plot showing significant enrichment of MSigdbr cancer fibroblast gene signature (Mishra-Carcinoma Associated Fibroblast Up Signature) between C3Tag Tumor fibroblasts (*n* = 564 cells) and DCIS fibroblasts (*n* = 1776 cells) using the t-test with Benjamini–Hochberg (BH) correction. **c** Heatmap of top 10 significant upregulated genes identified in T Lymphocytes per disease states by Wilcoxon rank sum test. **d** Violin plot showing Alcazar et al.^35^ T cell signatures differences between T cells of Prepuberty (*n* = 93 cells), DCIS state (*n* = 69 cells), and Tumor T cells (*n* = 273 cells) by t-test with BH correction. Activated T cell signature (**d**; left panel) and Cytotoxic T cell signature (**d**; right panel). **e** Heatmap of top 10 significant upregulated genes identified in Macrophages per disease states by Wilcoxon rank sum test. **f** Violin plot of Cd274 (human PD-L1) gene in Prepuberty (*n* = 171 cells), DCIS (*n* = 366 cells) and Tumor (*n* = 437 cells) macrophages. *P*-value significance calculated by Wilcoxon rank sum test. **g** Violin plot of Pdcd1 (human PD1) gene in Prepuberty (*n* = 93 cells), DCIS state (*n* = 69 cells) and Tumor T cells (*n* = 273 cells). *P*-value significance calculated by Wilcoxon rank sum test. [*p < 0.05, **p < 0.001, ***p < 0.0001]. Source data are provided as a Source Data file 1.

Analysis of immune cells across all 3 disease states revealed 4 broad immune cell types (Fig. 1d and Supplementary Fig. 5c, d), which included T and B lymphocytes, monocytes, and macrophages. Disease state specific T cells signatures showed unique gene expression profiles for DCIS and Tumor states (Fig. 3c; Supplementary File 3). Specifically, DCIS T Lymphocytes exhibited significant upregulation of the *Pdcd1* gene (Fig. 3c, f), which was lower in the Tumor state. We also applied gene signature modules from fractionated T cells from human DCIS and BC^35^ (Supplementary File 3) and noted that the C3Tag mouse DCIS T Lymphocytes had a significant upregulation of activated T cell gene signature (Fig. 3d). Furthermore, we also found a significant upregulation of the cytotoxic T cell gene signature in the Tumor state T cells (Fig. 3d).

Similarly, analysis of macrophages from the 3 states revealed that there were distinct genes in the Tumor macrophages which includes genes like *Cotl1, Tgfbi, Fos,* and *Fn1* along with complement activation genes *C1qa, C1qb,* and *C1qc* (Fig. 3e; Supplementary File 3). Finally, we saw a significant high expression of immune checkpoint markers *PDL1/Cd274* in DCIS macrophages (Fig. 3f) and *PD1/Pdcd1* in DCIS T cells (Fig. 3g), both of which drop in the Tumor state.

### C3Tag DCIS disease state signatures are enriched in Human TNBC and Basal-like DCIS

We next sought to evaluate the C3Tag scRNAseq derived gene signatures on human DCIS specimens. To achieve this, we curated multiple published gene expression datasets of human DCIS and performed PAM50 subtyping on all the DCIS samples within these studies. To achieve robustness, we included only published studies that had at least 3 basal-like DCIS samples, which yielded 2 studies^12,36–38^. Since these studies consisted of gene profiles of micro-dissected DCIS epithelial areas, we applied only the C3Tag InferCNV+ malignant cell-derived gene signature onto these human datasets. In both datasets, we found that our C3Tag malignant cells gene signature (Supplementary File 4) was enriched in human basal-like DCIS samples compared to DCIS of other molecular subtypes (Fig. 4a, b).

**Fig. 4:**
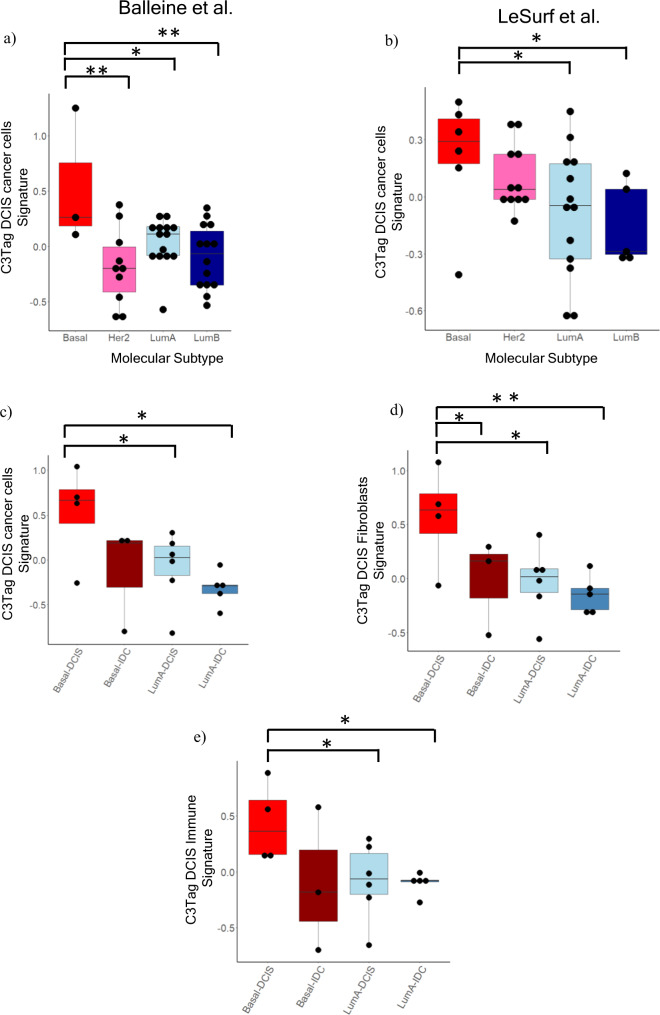
C3Tag gene signatures applied on human basal-like DCIS datasets. **a** Box and whisker plots of DCIS microarray data from Balleine et al.^37^ where *x*-axis denotes the PAM50 subtype and *y*-axis shows C3TAG DCIS cancer cell gene signature. **b** Box and whisker plots of DCIS microarray data from LeSurf et al.^12^ where *x*-axis denotes the PAM50 subtype and *y*-axis shows C3TAG DCIS cancer cell gene signature. **c** Box and whisker plots of Ribo-Zero RNAseq data from human DCIS-IDC tumor pairs where *x*-axis denotes the PAM50 subtype and *y*-axis shows C3TAG DCIS cancer cell gene signature. **d** Box and whisker plots of Ribo-Zero RNAseq data from human DCIS-IDC tumor pairs where *x*-axis denotes the PAM50 subtype and *y*-axis shows C3TAG DCIS Fibroblast gene signature. **e** Box and whisker plots of Ribo-Zero RNAseq data from human DCIS-IDC tumor pairs where *x*-axis denotes the PAM50 subtype and *y*-axis shows C3TAG DCIS immune gene signature. T-test with BH correction was used for all pair-wise comparisons. The upper and lower edges of the boxes represent the upper and lower quartile respectively. The middle line represents the median value. [*p < 0.05, **p < 0.001, ***p < 0.0001]. Source data are provided as a Source Data File 3.

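Bulk RNAseq of 18 human cores was analysed, from 4 basal-like DCIS, 3 basal-like IDC, 6 LumA DCIS and 5 LumA IDC. DCIS is ductal carcinoma in situ and IDC is invasive ductal carcinoma. Basal-like and Luminal A (LumA) are PAM50 subtypes, classes of breast tumor defined by the expression of a panel of genes. Ribosomal RNA is depleted before the libraries are made, so both coding and noncoding transcripts are sequenced. The DCIS and IDC cores of 7 patients form pairs, 3 basal-like and 4 LumA, and the other 4 cores have no partner among the 18. The authors deposited the expected counts of each gene without normalization. Total counts of a core ranged from 17118290 to 37529352 in basal-like DCIS (median 25107401) and from 14732395 to 25268951 in basal-like IDC (median 23084078). They ranged from 13671264 to 28616214 in LumA DCIS (median 23615694) and from 21402628 to 32119594 in LumA IDC (median 24247367). Neither the labels nor the paper give a sequencing batch or date for a core, so no comparison was made within batches.

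For 8 of the 18 cores, both cores of 4 patients, the sample labels give a histologic annotation that contradicts the name of the core. The cores were grouped by their names, which Source Data File 3 also uses, and the histologic annotation was tried as an alternative. The copy of Source Data File 3 used here holds 1999 of its 35903 genes. Each of the 18 cores correlated best with the column of its own name in that file, with a lowest r of 0.911 and a highest r with another column of 0.813 across 1053 genes, which are not independent replicates. This ties each name to a column of counts and leaves open which of the labels gives the lesion.

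The counts of each core were divided by their upper quartile over genes with a read in any core and multiplied by the mean upper quartile. The log2 of this value plus 1 was centred on the median of each gene over the 18 cores, and a signature score is the mean over the genes of a signature. Groups were compared by two-sided exact permutation tests with Benjamini-Hochberg adjustment over the 6 pairwise comparisons of the 4 groups within a signature. The scaling, the tests, the alternatives and the rule for the genes named here were set before the data were examined, apart from those said to have been chosen later.

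The 7 basal-like cores were compared with the 11 LumA cores for 9 genes of the PAM50 panel. Because the paper assigned the subtypes by expression, these differences are not independent of the grouping. FOXA1, on chromosome 14 of hg38 from 37589552 to 37596059, had a normalized count of 1673 ± 1798 (SD, n = 4) in basal-like DCIS and 1382 ± 2167 (SD, n = 3) in basal-like IDC. It had 7120 ± 1926 (SD, n = 6) in LumA DCIS and 7182 ± 2795 (SD, n = 5) in LumA IDC. Its mean log2 value differed by -4.23 (permutation test, p = 6.0e-05, adjusted p = 0.00027), and all 11 LumA cores lay above every basal-like core. MKI67, on chromosome 10 from 128096659 to 128126423, differed by 1.79 in the other direction (permutation test, p = 8.0e-05, adjusted p = 0.00027). Differences of -4.52 in ESR1, -6.04 in PGR, -2.16 in BCL2 and 2.44 in FOXC1 also passed, with adjusted permutation p-values from 0.00027 to 0.00165. The differences in KRT5 (-0.16), KRT14 (-0.27) and KRT17 (1.10) did not pass (permutation tests, adjusted p = 0.888, 0.888 and 0.445). These tests treat the cores of a patient as independent. With the mean of a patient's cores in their place, a test chosen after seeing the data, 4 basal-like patients were set against 7 LumA patients, each unpaired core counted as a patient. FOXA1 then differed by -3.82 and MKI67 by 1.70 (exact permutation tests, p = 0.00303 for each, the smallest that 330 splits allow, adjusted p = 0.0136). The same 6 genes passed, with adjusted p-values from 0.0136 to 0.0273. KRT14 and KRT17 have close paralogs with which the counting could have split their reads.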

Next, we harvested RNA from archival FFPE DCIS-IDC pairs from our hospital from samples containing synchronous DCIS and IDC within the same specimen; the DCIS and IDC regions for each were individually cored, RNA isolated, Ribo-Zero bulk RNAseq performed, and then we focused on those specimens with PAM50 subtyping characterization of basal-like DCIS (*n* = 4) and basal-like IDC (*n* = 3), LumA DCIS (*n* = 6) and LumA IDC (*n* = 5). 

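The C3Tag DCIS cancer cell, fibroblast and immune signatures of Supplementary File 4 hold 49, 47 and 48 genes, and every one was found among the gene symbols of the deposited counts, 1 of them under an older symbol. Of these, 44, 43 and 43 genes had a mean of at least 10 counts over the 18 cores. The signatures share genes, so their scores are not independent of one another. The cancer cell and fibroblast signatures have 31 genes in common, the cancer cell and immune signatures 16, and the fibroblast and immune signatures 14. The 3 signatures together hold 94 distinct genes, of which 11 are in all 3.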

Since RNA was collected from tissue sections containing both epithelial and non-epithelial components, we calculated our C3Tag DCIS malignant cells and microenvironment signatures (Supplementary File 4) on these samples. 

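The score of the C3Tag DCIS cancer cell signature was 0.46 ± 0.50 (SD, n = 4) in basal-like DCIS and -0.07 ± 0.43 (SD, n = 3) in basal-like IDC. It was -0.06 ± 0.45 (SD, n = 6) in LumA DCIS and -0.25 ± 0.21 (SD, n = 5) in LumA IDC. Basal-like DCIS lay above LumA DCIS by 0.52 on the log2 scale (exact permutation test, p = 0.133, adjusted p = 0.4). The basal-like DCIS core was the higher in 18 of the 24 ways to set a basal-like DCIS core against a LumA DCIS core. The difference from LumA IDC was 0.72 (exact permutation test, p = 0.0317, adjusted p = 0.190), with the basal-like DCIS core higher in 18 of 20 such comparisons. From basal-like IDC it was 0.54 (exact permutation test, p = 0.2, adjusted p = 0.4), with 10 of 12 higher. None of these 3 differences passed an adjusted p of 0.05. That from basal-like IDC could not have passed on its own, since its exact permutation test allows no p under 0.0286.

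The alternative that moved the difference from LumA DCIS most kept only the cores whose labels agree on the lesion, which gave 0.88. Its adjusted p ranged from 0.00646 to 0.557 over 27 alternatives and was under 0.05 in 2 of them, both gene set tests. With each core left out in turn, the difference stayed between 0.38 and 0.74 from LumA DCIS and between 0.58 and 0.93 from LumA IDC. Scaled by TMM or DESeq2's size factors, the difference from LumA IDC was 0.85 or 0.89 and passed, with a range of 0.000754 to 0.419 for the adjusted p over 26 alternatives. The difference from basal-like IDC fell to 0.29 without basal-like IDC 3. In the 3 basal-like pairs, each set within 1 patient as a replicate block, the DCIS core had the higher score in 3 of 3, by 0.41 ± 0.31 (SD, n = 3 pairs; exact sign-flip test, p = 0.25, the smallest that 3 pairs allow). By the histologic annotation, which contradicts the names in 2 of these pairs, this held in 1 of 3.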

We observed a significant enrichment of the C3Tag DCIS signatures in the basal-like DCIS samples relative to all other DCIS or IDC samples tested (Fig. 4c). 

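The score of the C3Tag DCIS fibroblast signature was 0.50 ± 0.43 (SD, n = 4) in basal-like DCIS, 0.02 ± 0.29 (SD, n = 3) in basal-like IDC, -0.01 ± 0.40 (SD, n = 6) in LumA DCIS and -0.09 ± 0.16 (SD, n = 5) in LumA IDC. It was higher in basal-like DCIS than in LumA DCIS by 0.51 (exact permutation test, p = 0.0905, adjusted p = 0.271), and in 21 of the 24 comparisons of single cores. Against LumA IDC the difference was 0.59 (exact permutation test, p = 0.0159, adjusted p = 0.0952), with 19 of 20 comparisons in that direction. It passed an adjusted p of 0.05 with TMM factors (0.73) and DESeq2's size factors (0.77) and as a mean percentile rank within the core (4.18 percentile points), with an adjusted p from 0.0021 to 0.343 over 26 alternatives. Against basal-like IDC it was 0.49 (exact permutation test, p = 0.229, adjusted p = 0.457), with 10 of 12. Without LumA DCIS 3 the difference from LumA DCIS was 0.64 and passed an adjusted p of 0.05, while over its 27 alternatives the adjusted p ranged from 0.00287 to 0.643. LumA DCIS 3 had the highest score of its group (0.68). It also had the lowest upper quartile of any core (114 counts), and the gene MALAT1 held 20.0% of its counts, the highest share of any core. Scaled as in Source Data File 3, a setting added after seeing the data, the highest LumA DCIS score was 0.40. The high score of LumA DCIS 3 may therefore come in part from the scaling.

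For the C3Tag DCIS immune signature, the scores were 0.35 ± 0.15 (SD, n = 4) in basal-like DCIS, -0.08 ± 0.49 (SD, n = 3) in basal-like IDC, -0.05 ± 0.38 (SD, n = 6) in LumA DCIS and -0.03 ± 0.23 (SD, n = 5) in LumA IDC. The difference from LumA DCIS was 0.39 (exact permutation test, p = 0.1, adjusted p = 0.3; 19 of 24 comparisons of single cores). From LumA IDC it was 0.38 (exact permutation test, p = 0.0317, adjusted p = 0.190; 19 of 20), and it passed with the upper quartile taken over the genes with a read in the core (0.48; adjusted p 0.0185 to 0.793 over 26 alternatives). From basal-like IDC it was 0.43 (exact permutation test, p = 0.2, adjusted p = 0.4; 9 of 12), which rose to 0.70 without basal-like IDC 1 and fell to 0.23 without basal-like IDC 3. No difference in the fibroblast or immune score passed the adjustment with the scaling used here and all cores included.

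Within the 3 basal-like pairs, the DCIS core had the higher fibroblast score in 3 of 3, by 0.37 ± 0.39 (SD, n = 3 pairs), and the higher immune score in 3 of 3, by 0.43 ± 0.33 (SD, n = 3 pairs). The exact sign-flip test gave p = 0.25 for each, the smallest it can give. By the histologic annotation, the DCIS core was the higher in 1 of these 3 pairs for each score. In the 4 LumA pairs, the exact sign-flip p-values of the 5 signatures lay between 0.625 and 1, where 0.125 is the smallest possible. Whether the step from DCIS to IDC differed between the subtypes was tested directly. The basal-like difference exceeded the LumA difference by 0.34 for the cancer cell score, 0.40 for the fibroblast score and 0.44 for the immune score (permutation tests, p = 0.400, 0.242 and 0.184, adjusted p = 0.400, 0.363 and 0.363).

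**Figure D1:**
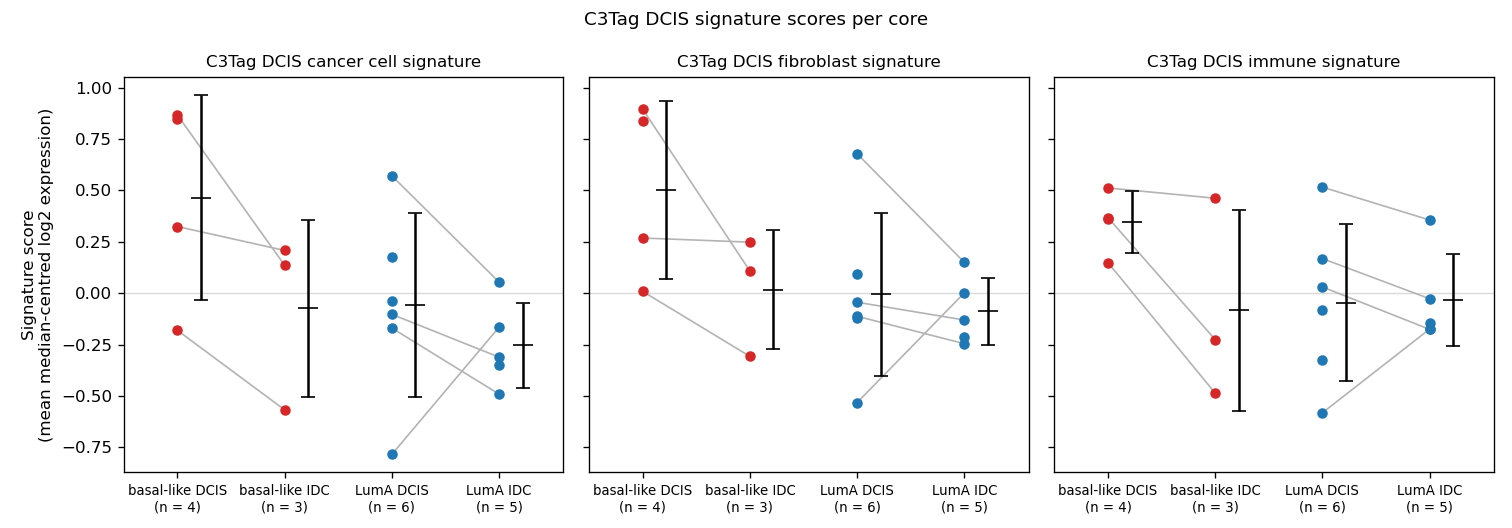
Scores of the C3Tag DCIS cancer cell, fibroblast and immune signatures, as mean median-centred log2 expression (vertical axis), in basal-like DCIS, basal-like IDC, LumA DCIS and LumA IDC (horizontal axis). Points are cores (red basal-like, blue LumA), grey lines join the DCIS and IDC cores of a patient, and black bars are the mean ± SD; the mean of basal-like DCIS is 0.46, 0.50 and 0.35 in the 3 panels.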

We also observed a significant enrichment of the C3Tag DCIS fibroblast signature in human basal-like DCIS (Fig. 4d), and enrichment of C3Tag DCIS immune in human basal-like DCIS (Fig. 4e). All these microenvironment and tumor cell changes are summarized in Fig. 5. 

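In the present study's cores, the NFKB pathway was measured with the TCGA and Hallmark NFKB signatures of Supplementary File 4. NFKB is a family of transcription factors that acts in inflammation and immune signaling. The TCGA NFKB signature holds 19 genes and the Hallmark NFKB signature 199, and all were found among the deposited gene symbols, 2 of the Hallmark genes under an older symbol. A mean of at least 10 counts was reached by all 19 genes and by 194 of the 199. The signatures have 10 genes in common. With the C3Tag DCIS cancer cell, fibroblast and immune signatures, the Hallmark signature shares 9, 9 and 8 genes and the TCGA signature 1, 1 and 0.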

Lastly, we investigated NFKB associated gene signatures that were enriched in the CNA+ C3Tag DCIS cells, in all the above human datasets (Supplementary Fig. 6a–c). Basal-like DCIS in 2/3 human datasets (Balleine et al. and the present study) showed a statistically significant upregulation of the C3Tag DCIS-like NFKB gene signature.

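In the present study, the TCGA NFKB score was 0.83 ± 0.36 (SD, n = 4) in basal-like DCIS, 0.21 ± 1.21 (SD, n = 3) in basal-like IDC, -0.29 ± 0.51 (SD, n = 6) in LumA DCIS and -0.40 ± 0.50 (SD, n = 5) in LumA IDC. It was higher in basal-like DCIS than in LumA DCIS by 1.13 on the log2 scale (exact permutation test, p = 0.0143, adjusted p = 0.0476; 23 of 24 comparisons of single cores) and than in LumA IDC by 1.23 (exact permutation test, p = 0.0159, adjusted p = 0.0476; 20 of 20). Both differences passed an adjusted p of 0.05. The difference from basal-like IDC, 0.62, did not (exact permutation test, p = 0.371, adjusted p = 0.5, 7 of 12). Basal-like IDC itself lay above LumA DCIS by 0.50 and above LumA IDC by 0.61 (exact permutation tests, p = 0.417 and 0.339, adjusted p = 0.5 for each). Neither passed, so the difference from basal-like IDC is not shown to be smaller than those from the LumA cores.

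Over 27 alternatives, the adjusted p for LumA DCIS ranged from 2.12e-06 to 0.202 and was under 0.05 in 12. Over 26 alternatives, that for LumA IDC had the same range and was under 0.05 in 11. With the disease state taken from the histologic annotation, the differences were 0.88 and 0.94 and did not pass. With the upper quartile over the genes with a read in the core, they were 1.20 and 1.33 and did not pass either. With 1 core left out, the difference was 1.02 to 1.30 from LumA DCIS and passed only without LumA DCIS 2 (1.29). From LumA IDC it was 1.05 to 1.41. Each of these 9 fits gave the smallest p that its cores allow (exact permutation tests, p = 0.0179 or 0.0286), so their adjusted p-values say nothing about the stability of that difference. The difference from basal-like IDC was -0.0043 without basal-like IDC 3 and 1.20 without basal-like IDC 1.

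The Hallmark NFKB score was 0.41 ± 0.36 (SD, n = 4), 0.07 ± 0.70 (SD, n = 3), -0.09 ± 0.32 (SD, n = 6) and -0.14 ± 0.14 (SD, n = 5) in the same order of groups. Basal-like DCIS differed by 0.49 from LumA DCIS (exact permutation test, p = 0.0524, adjusted p = 0.157; 21 of 24), by 0.55 from LumA IDC (exact permutation test, p = 0.0238, adjusted p = 0.143; 18 of 20) and by 0.34 from basal-like IDC (exact permutation test, p = 0.457, adjusted p = 0.725; 7 of 12). None of these passed, while that from LumA IDC did with TMM factors (0.70) and as a mean percentile rank (3.90 percentile points; adjusted p 9.86e-06 to 0.343 over 26 alternatives). The last was 0.000589 without basal-like IDC 3 and 0.70 without basal-like IDC 1. Within the 3 basal-like pairs, the DCIS core was the higher in 2 of 3 for each signature, by 0.59 ± 0.82 (SD, n = 3 pairs) for TCGA and 0.32 ± 0.48 (SD, n = 3 pairs) for Hallmark (paired exact sign-flip test, p = 0.5 for each).

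The paper found the NFKB pathway enriched in the cancer cells of C3Tag DCIS in the mouse. From this, from the scores of the C3Tag DCIS cancer cell signature in human basal-like DCIS, and from NFKB signatures that were higher in basal-like DCIS in most, but not all, of its human datasets, it proposes that NFKB activation in the DCIS state may have a role in progression. It states that further experiments are needed to show this.

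**Figure D2:**
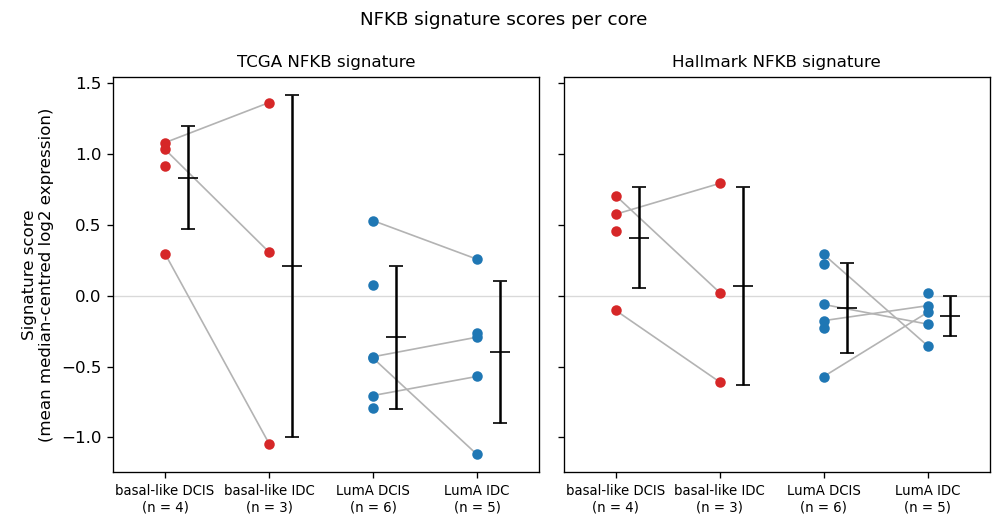
Scores of the TCGA and Hallmark NFKB signatures, as mean median-centred log2 expression (vertical axis), in basal-like DCIS, basal-like IDC, LumA DCIS and LumA IDC (horizontal axis). Points are cores (red basal-like, blue LumA), grey lines join the DCIS and IDC cores of a patient, and black bars are the mean ± SD; basal-like IDC has the widest spread, with an SD of 1.21 and 0.70.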

**Fig. 5:**
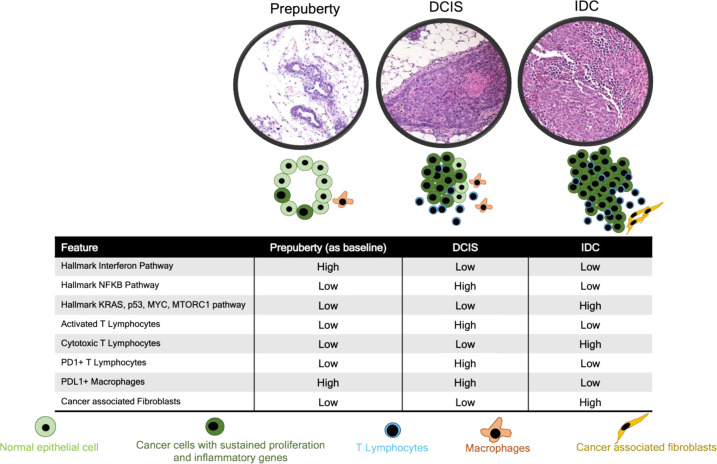
Schematic diagram of DCIS-IDC progression based upon the C3Tag model. The schematic diagram represents key biological pathways and cell population changes from scRNAseq analysis as normal duct (pre-puberty stage) transforms to DCIS, which then transforms to tumor in the C3Tag model. The *interferon pathway* is high in the pre-puberty CNA+ high cancer cells. The *NFKB pathway* also is enriched in the CNA+ high cancer cells in the DCIS state in reference to baseline normal pre-puberty ducts and then becomes low in the tumor state. Tumor specific biological pathways like *KRAS, MYC, p53, MTORC1* are only present in the CNA+ high cancer cells from the tumor and are low in pre-puberty and DCIS states. In terms of the microenvironment cell flux, activated T lymphocytes with increased *PD1*+ expression is highest in the DCIS state. The cytotoxic T lymphocytes are only present in the tumor state. *PDL1*+ macrophages are reduced in the tumor state along with an increased number of cancers associated fibroblasts (CAFs) in the tumor state. All these changes are summarized using pre-puberty normal ducts as the baseline reference. We hypothesize that all these dynamic gene features in multiple cell types along with a sustained proliferation in the CNA+ high cancer cells drive tumorigenesis in the C3Tag basal-like mouse tumor model.

## Discussion

It is the current consensus that DCIS is being overtreated leading to physical, emotional, and economic burden for patients and society^39^. This is possibly due to the increased detection of DCIS from increased radiologic screening^40^, and also the knowledge that if left alone, most DCIS would not progress to an invasive disease^6,7^ while yet many DCIS patients receive either systemic and/or local therapies. A challenge in studying DCIS biology is that to study it experimentally one needs to study the dynamic interaction of multiple cells within the controlled environment of a duct through to the occurrence of the invasive disease, or a sufficiently long enough time to know that DCIS will not progress to invasive disease. Currently, many human DCIS basic biology studies utilize MCF10DCIS cell line either alone^41–44^ or injected into a mouse duct (MIND model)^45–48^ to study DCIS in the laboratory. Although these studies add to our biological knowledge, they do not fully mimic human DCIS disease biology as it might interact with the adaptive immune system, which is likely an important component of progression potential. Importantly, a recent study by Risom et al. showed that it is those DCIS with an intact basement membrane and myoepithelial cell activation, and not those with direct tumor-to-microenvironment interactions, that were the most likely to progress^49^; thus, model systems that contain all microenvironment components would be valuable to study DCIS progress. In addition, most human studies utilize human synchronous DCIS-IDC FFPE/frozen tissue to estimate molecular similarities between the two entities, however, these studies link the DCIS features when an invasive component is already present and does not follow the natural course of DCIS progression. Indeed, currently, there are 3 ongoing clinical trials that are studying the progression of low-risk DCIS naturally till the incidence of breast cancer^50–52^. With all these challenges in mind, we used the C3Tag mouse model that spontaneously forms high-grade DCIS-like lesions towards its natural course of forming IDC basal-like mammary tumors^15^.

Here we utilized this consistent murine model, and single-cell RNA sequencing, to study cell type-specific features in the DCIS and invasive disease states, including both tumor cells and non-epithelial cells. Copy number aberrant malignant cells were identified and showed increased expression of genes associated with unique biological pathways including Interferon response in prepuberty state, NFKB pathway in DCIS state, and cancer specific pathways like KRAS, p53, Myc, MTORC1 in the IDC state (Fig. 5). Importantly we also identified in the CNA+ high cancer cells, regardless of disease state, a set of genes with sustained high expression of proliferative and pro-inflammatory genes. For the microenvironment, there was an increase in the number of T cells and macrophages as a normal duct transition to DCIS to IDC, however, there were significant cellular changes in each disease state. There was an increase in PD1+ T cells at the DCIS state in comparison to prepuberty and IDC states. This was also associated with an increased activated T cell signature in the DCIS state (Fig. 5). Conversely there was a reduction of PD1+ T cells and PDL1+ macrophages in the IDC state. The IDC T cells were also more cytotoxic in nature, and it should be noted that the IDC tumors are rapidly increasing in size, and thus the cytotoxic T cells are not keeping the tumor in check despite their presence. Finally, cancer-associated fibroblasts (CAFs) were only found in the IDC state.

Using a methodology of inferring copy number to identify malignant cells from scRNAseq data, we show that gene signatures of glycolysis and hypoxia, along with sustained expression of genes associated with proliferation and interferon pathway, are present in both DCIS and CNA+ tumor/IDC cells. This finding suggests that certain genes and pathways are already initiated in pre-cursor states. Casasent et al. reported the same finding using single cell sequencing on human DCIS-IDC pairs putting forth a polyclonal mechanism of DCIS-invasive transformation^53^. In line with this, we report genes associated with other broad human DCIS pathways like hypoxia^42,54^, glycolysis^54,55^ and proliferation^27^, which have been previously used for mathematic modeling of DCIS progression^54^. Importantly, we recapitulated some of the findings of the prognostic Oncotype Dx DCIS assay and identified 78 proliferation-associated genes sustained in CNA high cancer cells at the C3Tag DCIS stage, including 5/7 exactly found in the OncotypeDX DCIS proliferation feature.

Using our C3Tag DCIS cancer cell data, we report that there is a NFKB pathway enriched in these cells. NFKB has been reported involved in hypoxia and proliferation in breast pre-cursor disease^42,56,57^. Muggerud et al. also reported that the NFKB gene signature was specifically enriched in the ER- high-grade DCIS in comparison to ER+ high-grade DCIS^58^. Liu et al., and Elsarraj et al., have also reported biological mechanisms of NFKB in the DCIS state that can alter the invasive disease course^59,60^. Since we also correlated our C3Tag DCIS cancer cell gene signature to human basal-like DCIS and found that the NFKB gene signatures were significantly high in basal-like DCIS in 2/3 of our human sets, the NFKB pathway activation in the DCIS disease state may play an important role disease progression; additional complex experiments would be needed to definitively demonstrate this hypothesis, although as discussed above, there already exists data in human DCIS implicating the NKFB pathway as being important^42,56,57,59^. One can speculate some technical and/or biological factors that might explain the absence of NFKB gene activation in the basal-like DCIS subset in the Lesurf et al dataset, however, it is difficult to say which it is. These results support additional studies to elucidate the NFKB pathway’s role in DCIS progression.

Applying our C3Tag DCIS cancer cell gene signature on human DCIS datasets, we found that our C3Tag signature was significantly higher in basal-like DCIS versus non-basal-like DCIS, especially the ER+ LumA-like DCIS. Since very few public datasets have gene expression profiling of microenvironment cells from DCIS, we also constructed our own RNAseq dataset from FFPE scrolls of DCIS-IDC synchronous pairs containing cancer and microenvironment cells. 

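Gene by gene, basal-like DCIS was compared with LumA DCIS by edgeR's quasi-likelihood test on the rounded expected counts, scaled by TMM factors. The 27177 genes that passed edgeR's filter on low counts were tested, and log2 fold changes are given with their standard error and Benjamini-Hochberg adjusted p. The mean log2 fold change was 0.65 over the cancer cell signature, with 37 of 46 tested genes higher in basal-like DCIS. It was 0.71 over the fibroblast signature (35 of 45 genes higher) and 0.51 over the immune signature (35 of 44), against a mean of 0.11 over all tested genes. An adjusted p under 0.05 was reached by 4, 7 and 4 genes of the 3 signatures, all higher in basal-like DCIS, and adjusted over the list alone by 4, 8 and 4. Of the 19 genes of the TCGA NFKB signature, all 19 were higher and 4 passed (9 adjusted over the list alone). Of the 198 tested Hallmark NFKB genes, 150 were higher and 15 passed (14 adjusted over the list alone).

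The gene set test camera with its preset correlation between genes called all 15 combinations of the 5 signatures with the 3 other groups higher in basal-like DCIS, with adjusted p from 1.54e-06 to 0.0225. The test fry kept the 10 against LumA DCIS and LumA IDC (adjusted p = 0.0167 to 0.0276) and none against basal-like IDC (adjusted p = 0.0569 to 0.245). With the correlation estimated from the data, camera kept none of the 15 (adjusted p = 0.0850 to 0.182). The estimated correlations, 0.0519 to 0.455 over the 15 combinations, were all above the preset one.

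EIF4EBP1, on chromosome 8 of hg38 from 38030534 to 38060365, is in the fibroblast signature and had a normalized count of 738 ± 264 (SD, n = 4) in basal-like DCIS and 134 ± 50.1 (SD, n = 6) in LumA DCIS. Its log2 fold change was 2.63 (standard error 0.52, adjusted p = 0.00954) and kept its call in all 16 alternatives. HMOX1, on chromosome 22 from 35380361 to 35394214, is in all 3 signatures and had 520 ± 294 (SD, n = 4) and 119 ± 57.3 (SD, n = 6). Its log2 fold change of 2.26 (standard error 0.49, adjusted p = 0.0142) also held in all 16. HIST1H1C of the cancer cell signature, on chromosome 6 from 26055740 to 26056470, had 3270 ± 1979 (SD, n = 4) and 798 ± 333 (SD, n = 6), a log2 fold change of 2.19 (standard error 0.49, adjusted p = 0.0165). It fell to 1.75 without basal-like DCIS 3 and lost its call in that 1 of 16 alternatives, and it belongs to a histone family whose members have similar sequences. ADM of the fibroblast signature, on chromosome 11 from 10305073 to 10307397, had 430 ± 367 (SD, n = 4) and 64.9 ± 47.2 (SD, n = 6), a log2 fold change of 2.92 (standard error 0.75, adjusted p = 0.0262). Its call was lost in 4 of 16 alternatives, without LumA DCIS 4 (2.82), LumA DCIS 6 (2.79), basal-like DCIS 2 (2.30) or basal-like DCIS 4 (2.73).

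The genes of each list were ranked by the difference in mean log2 values. The values printed are edgeR's log2 fold changes, which need not keep that order. The largest differences of the 3 signatures also took in IL6 (2.23), CCL22 (1.98) and TNFRSF9 (1.43), which did not pass (adjusted p = 0.103, 0.148 and 0.357). IL6 passed with DESeq2 (2.21; adjusted p from 0.0497 to 0.248 over 15 alternatives). TNFRSF9 reached 3.26 without LumA DCIS 2 and then passed, with an adjusted p between 0.0391 and 0.536 over its 15 alternatives. The smallest differences were those of CYB5A (-1.39), IL1RN (-1.13) and ESD (-0.89), with adjusted p = 0.0858, 0.298 and 0.0586. CYB5A was at -2.09 without basal-like DCIS 4 and passed there and with DESeq2 (-1.41), with a range of adjusted p from 0.0284 to 0.234, while ESD passed in 4 of 16 alternatives (0.0144 to 0.164).

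The NFKB genes were ranked in the same way. Of the TCGA NFKB genes, the largest differences were in LTB (log2 fold change 2.02, adjusted p = 0.0911), TNFAIP3 (1.65, adjusted p = 0.0563) and SH3TC1 (1.86, adjusted p = 0.0489). LTB passed with DESeq2 (2.00; adjusted p from 0.0446 to 0.182 over 15 alternatives). TNFAIP3 passed in 3 of 16 alternatives, with DESeq2 (1.63), with only the compared groups in the fit (1.66) and with the histologic annotation (1.77), with an adjusted p from 0.0253 to 0.162. SH3TC1 kept its call in 5 of 16 alternatives, with an adjusted p from 0.0158 to 0.141, and 8 of the losses came from leaving out 1 core (1.52 without basal-like DCIS 4, 1.69 without basal-like DCIS 2, 1.88 without basal-like DCIS 1, and 1.70 to 1.86 without LumA DCIS 1, 2, 3, 4 or 6). The smallest were in TNIP1 (0.29, adjusted p = 0.568) and BIRC3 (0.39, adjusted p = 0.759). TNIP1 was at 0.093 without basal-like DCIS 4, 0.15 without basal-like DCIS 1 and 0.48 without basal-like DCIS 3. BIRC3 turned to -0.19 without basal-like DCIS 1 and was at 0.62 without LumA DCIS 2 and 0.22 without LumA DCIS 6. Of the Hallmark NFKB genes, LIF (4.04, adjusted p = 0.0310), TNFSF9 (3.93, adjusted p = 0.0432) and SPHK1 (2.66, adjusted p = 0.0190) had the largest differences. LIF kept its call in 10 of 16 alternatives, with an adjusted p from 0.00101 to 0.246. It fell to 1.99 without basal-like DCIS 2, and it also lost its call without LumA DCIS 1 (3.87), LumA DCIS 2 (4.01), LumA DCIS 3 (4.07), LumA DCIS 4 (3.97) or LumA DCIS 6 (3.95). SPHK1 kept its call in 15 of 16 and lost it at 2.16 without basal-like DCIS 2 (adjusted p from 0.000806 to 0.0802). TNFSF9 kept its call in 4 of 12 alternatives (0.0117 to 0.112), and 5 of the losses came without LumA DCIS 1, 3, 4, 5 or 6 (3.63 to 4.37). AREG (-1.95, adjusted p = 0.164) and SLC16A6 (-2.69, adjusted p = 0.102) had the smallest. AREG was at -3.46 without basal-like DCIS 2, and SLC16A6 was at -4.19 without basal-like DCIS 4 and at -1.38 without LumA DCIS 1. SLC16A6 passed in 2 of 16 alternatives, without basal-like DCIS 4 and with DESeq2 (-2.70), with an adjusted p from 0.0199 to 0.278.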

Again, upon applying our C3Tag DCIS cancer cell, fibroblast, and immune cell signatures we demonstrate that these are significantly enriched in human basal-like DCIS vs LumA DCIS, thus showing that both tumor cell and microenvironmental features are conserved in human basal-like DCIS and C3Tag mouse basal-like DCIS, and that these are different than what is occurring in Luminal A DCIS.

Although, few studies have examined the microenvironment in human DCIS, both LeSurf et al. and Alcazar et al. reported higher T cells and T cell-based immune signatures in the basal-like DCIS state compared to other molecular subtypes^12,35^. Our C3Tag immune cell findings are similar to their findings including higher number of PD1 expressing T cells in the C3Tag DCIS state. IHC-based studies on pure human DCIS FFPE samples have found that almost all subsets of T cells are increased in ER-negative DCIS^61,62^, but then many go lower in the IDC state. We report a similar decrease in pdcd1(PD1)+ T cells in DCIS vs IDC, however, we also saw an increase in cytotoxic T cell signature in the tumor state and subsequent decrease in PDL1 expressing macrophages in the tumor state, which are features of basal-like invasive breast cancer^61,63^. Recently a study on pure human DCIS has also reported the importance of studying immune-epithelial cell interactions in DCIS and DCIS can exhibit 3 states based on this – active, suppressed, and excluded^64^. This study further highlighted that the exclusion of T cell infiltration in the DCIS duct seen in the excluded state could be seen as an early immune-suppressive event influencing the cancer cells in DCIS to become more aggressive and start showing lack of MHC class I expression^64^. We thereby add to the current knowledge and put forth a specific immune gene signature for basal-like DCIS from immune cells identified in C3Tag DCIS that is loss of PD1+ immune cells as a marker of possible progression, and support more studies in this regard to study immune-epithelial relationships with more spatial methods.

Few studies have analyzed the DCIS-Invasive transition in a subtype-specific manner, but most of them used microarray data from FFPE tissues^12,65^. Our findings strengthen the previous results and put forth new genes of interest. However, we admit that there are limitations to our study. First our mouse tumor single cell analysis may not include all cell types that can be found in the human DCIS setting. Indeed, there might be unique cell subpopulations with other defining gene features that may be present in the human DCIS setting yet not present in our current mouse model. Second, our two C3Tag invasive tumors were molecularly distinct, with each showing unique inferred DNA copy number changes and gene expression features; nonetheless, we were able to find common features between these tumors. Lastly, we only examined a single mouse model, and our sample size of two specimens per time point is noted; however, this does represent >2000 cells per time point per specimen, and thus each specimen was well represented, and each time point showed common tumor cell and microenvironmental features, many of which were also seen in human basal-like DCIS.

In conclusion, we build upon the need to study DCIS based upon a molecular stratification and propose C3Tag mouse model as a good model to study human basal-like progression. We put forth scRNAseq-derived cell type-specific DCIS gene signatures that can be relevant in understanding DCIS biology and clinical behavior, especially since one of our signatures reiterates a major feature of the Oncotype Dx DCIS assay. Finally, we encourage the application of single cell technologies in studying the roles played by cancer cells and microenvironment cells in the malignant transformation of DCIS of other tumor subtypes.

## Methods

### Animal model details

All animal work was carried out in University of North Carolina Division of Laboratory and Animal Medicine (UNC DLAM) facilities in compliance with Institutional Animal Care and Use Committee (IACUC) approved protocols. Female FVB/NJ and C3(1)-Tag mice were obtained in collaboration with the UNC Lineberger Comprehensive Cancer Center (LCCC) Mouse Phase I Unit (MP1U). C3(1)-Tag mice transgenic model produces spontaneous mammary tumors and were originally developed in the FVB/NJ background^15^. Animals were cared for according to the recommendations of the Panel on Euthanasia of the American Veterinary Medical Association. Mice were housed in a climate-controlled Department of Laboratory Animal Medicine facility with a 12 h light:dark cycle and ad libitium access to food and water^66^. The C3(1)-Tag mice are maintained on 2018 Teklad global 18% protein rodent diets (#2918, Harlan/Teklad/Envigo) until tumor development. For C3(1)-Tag mice, the glands were harvested at 5–6 weeks for prepuberty and 12–14 weeks for DCIS stage. The tumor was harvested when it was approximately 1 cm. Animal histopathology was performed by The Animal Histopathology & Laboratory Medicine Core at UNC. Finally, Glands were cryopreserved in liquid nitrogen for bulk RNA isolation.

### Cell Suspension Preparation details for scRNAseq

The mammary glands for prepuberty and DCIS were placed in 10 ml of a digestion medium containing EpiCult™-B Mouse Medium Kit (#05610, StemCell Technologies), Collagenase/Hyaluronidase (#07912, StemCell Technologies), and 1% penicillin-streptomycin (Gibco). The mammary gland was digested overnight in a thermocycler maintained at 37 °C with continuous rotation. The C3(1)-Tag tumors were digested with the Miltenyi tumor dissociation kit (#130-096-730, Miltenyi Biotech) under a gentle agitation setting. The cell pellets retrieved from these suspensions were treated with a 1:4 solution of hanks balanced salt solution (HBSS) and ammonium chloride to remove the RBCs. After RBC removal, the cell suspensions were trypsinized with 0.05% Trypsin and a mix of Dispase and DNAse. A portion of this cell suspension was stained with trypan blue and counted using the Countess Automated Cell Counter (Invitrogen). Based on the counting, the cells were diluted to the appropriate cell stock concentration for running on the 10× chromium machine. Based on the 10× genomics pre-defined cell stock concentrations, each experiment was run to retrieve ~5000 cells after the single cell experiment.

### Single-cell scRNAseq library construction and alignment

The cell suspensions were loaded on a 10× Genomics Chromium instrument to generate single-cell gel beads in emulsion (GEMs) for targeted retrieval of approximately 5000 cells. Single-cell RNA-Seq libraries were prepared using the following Single Cell 3′ Reagent Kits v2: Chromium™ Single Cell 3′ Library & Gel Bead Kit v2, PN-120237; Single Cell 3′ Chip Kit v2 PN-120236 and i7 Multiplex Kit PN-120262” (10× Genomics) and following the Single Cell 3′ Reagent Kits v2 User Guide (Manual Part # CG00052 Rev A). One tumor (Tumor 2) library was processed using Single Cell 3′ Reagent Kits v3: Chromium™ Single Cell 3′ Library & Gel Bead Kit v3, PN-1000092; Single Cell 3′ Chip B Kit PN-1000074 and i7 Multiplex Kit PN-120262 (10× Genomics) and following the Single Cell 3′ Reagent Kits v3 User Guide (CG000183_ChromiumSingleCell3′_v3_UG_RevB). Libraries were run on an Illumina HiSeq 4000 as 2 × 150 paired-end reads. The Cell Ranger Single Cell Software Suite, version 3 was used to perform sample de-multiplexing, barcode ad UMI processing, and single-cell 3′ gene counting. The SV40-large-T-antigen was added as a vector into the Cell Ranger pipeline; the vector sequence is available in SV40-large-T-antigen vector sequence.txt.

### C3Tag mouse sample bulk mRNA-seq library construction and data analysis

Cryopreserved glands/tumors were homogenized using a tissue homogenizer. RNA was isolated using the RNeasy Mini Kit (#74104, Qiagen) according to manufacturer protocol. mRNA quality was assessed using the Agilent Bioanalyzer and libraries for mRNA-seq were made using total RNA and the Illumina TruSeq mRNA sample preparation kit. Paired end (2 × 50 bp) sequencing was performed on the Illumina HiSeq 2000/2500 sequencer at the UNC High Throughput Sequencing Facility (HTSF). Resulting fastq files were aligned to the mouse mm10 reference genome using the STAR aligner algorithm^67^. The resulting BAM files were sorted and indexed using Samtools and quality control was performed using Picard. Transcript read counts were determined was performed using Salmon^68^. Genes with no reads across any of the samples were removed.

### C3Tag array comparative genomic hybridization (arrayCGH) processing and analysis

To investigate DNA copy number changes on bulk tumors, we used the Mouse 244 k Custom Oligo platform (GPL15359 Agilent UNC Perou Lab 1 × 244 k Custom Tiling CGH Array)^69^. Labeling and hybridization were performed according to the manufacturer’s instructions using the Agilent Genomic DNA Labeling Kit PLUS (Catalog Number 5188–5309). One microgram of DNA from liver or spleen of FVB strain mouse was used as normal reference DNA, which was compared versus 1 μg of DNA from C3Tag DCIS and tumor samples. Microarrays were scanned on an Agilent DNA Microarray scanner (G2565CA) and the data uploaded to the University of North Carolina Microarray Database (www.genome.unc.edu). To determine regions of Copy Number Aberration (CNA), we utilized the R package SWITCHdna^18,70^.

### Single-cell scRNAseq preprocessing and data analysis

The 6 scRNAseq Cell Ranger derived output gene-barcode matrices were analyzed and integrated into one single dataset using Seurat R package v.3.0^71^. Individual datasets first underwent a stringent filtering criterion to construct a matrix with relevant genes and cells. For a gene to be selected for downstream analysis, it had to be present in a minimum of 3 cells in the dataset. Similarly, for a cell to be selected, it had to have a minimum of 200 uniquely mapped genes. In addition, dead cells and cell doublets were regressed out by calculating metrics like mito.percentage (mito genes/nUMI) and unique genes mapped ratios (nGene/nUMI). The mito percentage value to exclude dead cells was 5–10. After these filtering steps, the data were ‘log normalized’ and scaled. Variable features were selected according to the default ‘vst’ setting in the Seurat package with *nfeatures* = *2000*. The datasets were then combined into one using the *Seurat:: FindIntegrationAnchors* and *Seurat:: IntegrateData*. Clusters were then identified using 20 significant PCs and visualized as UMAP plots. DE genes were calculated using Wilcoxon rank sum test with a logFC threshold of 0.25 and the top 100 DE genes were calculated for each individual cell subpopulations. Conserved genes were calculated using *Seurat::FindConservedMarkers*.

InferCNV was run using standard settings in ‘sample’ mode of *cutoff* = 0.1, *window_length* = 101 and *max_centered_threshold* = 3. The inferCNV CNA scores were used to calculate correlations in two ways. First, correlation was calculated between the CNA profile of each cell and the average CNA profile of all copy number altered cells within the sample which is similar to the approach by Neftel et al.^20^. Second, correlation was calculated between the CNA profile of each cell and the average CNA profile of all normal cells within the sample. The final cancer cells were identified by plotting the two correlations values for each cell and identifying cells with high correlation to copy number altered cells and low correlation to normal cells. The limits for both correlation scores were identified using the mean +− 2SD.

IKAP was calculated using the Seurat v3 code - https://github.com/NHLBI-BCB/IKAP/tree/master/Seurat3_code for the tumor cell clusters.

Breast cancer gene signatures^26^ were calculated within the single cell gene space by using the Seurat *scaled.data* in the “RNA” assay tab of the integrated datasets. Individual signature values for each cell were calculated as an average expression of all genes present in the gene signature. Once calculated, the significant gene signatures were identified using the Wilcoxon rank sum test.

GSVA was calculated using the log transformed data in the “RNA” assay slot of the integrated datasets in R. We utilized the Hallmark gene sets (H) and the immunologic gene sets (C7) for “mus musculus” using msigdbr R package. Once the GSVA scores were calculated, they were fit into a linear model, and cluster identity, or disease state labels were used to identify significant gene signatures per clusters or disease states.

The generalized linear regression model for cell proportions was constructed using the emmeans R package.

### Human external microarray gene expression PAM50 centroid calculations and data analysis

Microarray data from DCIS studies were downloaded from Balleine et al.^37^ (GSE7882) and LeSurf et al.^12^ (GSE59246). Individual datasets were gene median centered before application of the conventional PAM50 centroid predictions using the 50 gene PAM50 predictor^72^. The median centered values were used for C3TAG DCIS signature calculations. Significance testing was done using t-test with Benjamini–Hochberg correction of p values.

### Human Bulk Ribo-Zero library construction and data analysis

All human tissue was procured under IRB approval from the University of North Carolina at Chapel Hill with written consent from patients to participate. FFPE sections of tumor specimens with co-occurring DCIS and IDC were identified from the medical records, examined by a pathologist, and the DCIS and IDC regions separately cored using 1 mm coring technology typically used to make Tissue Microarrays. Each core was placed into a separate Eppendorf tube and RNA was isolated using the RNeasy Mini Kit (QIAGEN, Hilden, Germany) according to manufacturer protocol. Next, Ribo-Zero libraries were made using Illumina Ribo-Zero plus rRNA Depletion Kit #20037135 following the manufacturer’s protocol. Paired end (2 × 50bp) sequencing was performed on the Illumina HiSeq 2000/2500 sequencer at the UNC High Throughput Sequencing Facility (HTSF). Resulting fastq files were aligned to the human hg38 reference genome using the STAR aligner and transcript read counts were determined was performed using Salmon^67,68^. 

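The deposited table holds 58387 rows, 1 per gene symbol, with an expected count in each of the 18 cores. An expected count is the number of reads that Salmon assigns to a gene after sharing reads between the transcripts they fit, and 32.4% of the values are not whole numbers. In 28 rows the symbol had been turned into a date, which hides the gene, and these rows, with 0.187% of all counts, were left out.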

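Of the remaining 58359 symbols in the deposited table, 46055 had a read in at least 1 of the 18 cores and 12304 had none in any. The deposited counts therefore still hold genes without reads. The median number of genes with a read was 34510 in basal-like DCIS, 33618 in basal-like IDC, 33816 in LumA DCIS and 34337 in LumA IDC.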

Genes with no reads across any of the samples were removed. 

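The values of Source Data File 3 were compared with the deposited counts over the 1999 genes held here. With the upper quartile taken over the genes with a read in each core, the log2 taken without a pseudocount and zeros left at 0, the median absolute difference from that file was 0.00128 on the log2 scale. With the scaling used for the scores, whose upper quartile covers the genes with a read in any core, it was 0.148.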

The data were upper-quartile normalized, log-transformed, and median centered before calculating the C3TAG DCIS signatures. Significance testing was done using t-test with Benjamini–Hochberg correction of *p* values.

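For the signature scores, exact permutation tests were used in place of the test named in the paper, since the groups hold 3 to 6 cores. The smallest p they can give is 0.0286 for basal-like DCIS against basal-like IDC (35 splits of the cores), 0.00476 against LumA DCIS (210 splits) and 0.00794 against LumA IDC (126 splits). Over 6 comparisons, 0.0286 passes the adjustment only if other comparisons have low p-values too. A score difference from basal-like IDC that did not pass is therefore no evidence of its absence. Tests of DCIS against IDC within a subtype, and of whether that step differs between the subtypes, treat the cores of a patient as independent. The step within a subtype was therefore also tested within pairs. The moderated test of limma on the same scores passed the same differences, those of the TCGA NFKB score from LumA DCIS and from LumA IDC, with adjusted p = 0.00663 for each.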

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Figures

Supplementary File 1_DE genes for all scRNAseq data defined cell subpopulations

Supplementary File 1_Cell proportion abundance analysis per generalized linear model (GLM)

Supplementary File 1_All cell subpopulation defining specific genes and cell identity labels

Supplementary File 2_DE genes for 5 subpopulations of high CNA+ cancer cells

Supplementary File 2_DE gene signatures (Fan et al 2011) for 5 subpopulations of high CNA+ cancer cells

Supplementary File 2_DE genes for high CNA+ cancer cells per disease state

Supplementary File 2_Sustained inflammatory genes present in high CNA+ cells across disease state

Supplementary File 2_Sustained proliferative genes present in high CNA+ cells across disease state

Supplementary File 2_E2F genes

Supplementary File 3_DE genes for all fibroblasts per disease state

Supplementary File 3_DE genes for all fibroblasts

Supplementary File 3_DE genes for all macrophages per disease state

Supplementary File 3_DE genes for all T cells per disease state

Human T cell gene signatures from Alcazar et al (2017)

Supplementary File 4_Human orthologue genes for the C3Tag constructed gene signatures

Supplementary File 4_Human NFKB gene signatures

Reporting Summary

Dataset 1

Dataset 2

Dataset 3

## Data Availability

All C3Tag mouse 10× single cell RNAseq data generated from the 10× Genomics Cell Ranger pipeline and C3Tag mouse bulk mRNAseq count data are available in GEO database (GSE182389) and raw FASTQs for are deposited in SRA (SRX11865213). All aCGH DNA data are available in GEO database (GSE182389). All the raw human data FASTQs are deposited in dbGAP (phs002443) and in SRA (SRX11865213). Processed human gene counts matrix is deposited in GEO database (GSE182389). The source data underlying Figs. 1c–e, 3a, c, e–g and Supplementary Fig. 5 are provided as Source Data file 1. The source data underlying Fig. 2 and Supplementary Figs. 1–4, are provided as Source Data File 2. The source data underlying Fig. 4 and Supplementary Fig. 6 are provided as Source Data File 3.

# Supplementary material for: Molecular signatures of in situ to invasive progression for basal-like breast cancers: An integrated mouse model and human DCIS study
**Source:** NPJ Breast Cancer. 2022 Jul 18;8:83. doi: 10.1038/s41523-022-00450-w
**Supplement:** Supplementary file 10 — Supplementary File 2_E2F genes

| Category      | ID     | Name        | Source | p-value  | q-value FDR | Hit Count in Query List | Count in Gene | Hit in Query List                                                                                                                                                               |
|---------------|--------|-------------|--------|----------|-------------|-------------------------|---------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Transcription | M29952 | EZF5_TARGET | MSigDB | 2.30E-19 | 5.86E-11    | 30                      | 1273          | CDCA3,RANGAP1,CENPA,CENPF,XISTEN,DLGAP5,PRK5MCA,HMGB1,MCM2,BIRC3,HMGB2,HMGB3,STMN1,STAT1,CNA2,PTMS,CDCA2,LUBEZT,CCNB2,TPX2,MK167,GINS2,PLSCR2,BUB3,ALDOA,SKA1,TOP2A,KIF22,AURKB |
| Transcription | M29951 | EZF2_TARGET | MSigDB | 7.57E-05 | 2.23E-03    | 19                      | 1481          | CDKN2D,CENPA,INCENP,CENPE,CENPF,HMGB1,HMGB2,SMC2,CNA2,CCNB1,KIF20A,SPC24,ARL6IP1,TPX2,OASL,CDK1,TOP2A,KIFCL,AURKB                                                               |

How the deposited data were processed for this re-analysis (not part of the article)

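Of the paper's samples, the 18 human cores with Ribo-Zero bulk RNAseq were analysed, 4 basal-like DCIS, 3 basal-like IDC, 6 LumA DCIS and 5 LumA IDC. The mouse single cell data and the data of other groups that the paper uses were not analysed here. The paper states that reads were aligned to hg38 with STAR and counted with Salmon; its text does not name the versions, the annotation or how transcripts were summed to genes. The labels and the paper's methods name different RNA extraction and library kits, which was not settled. The deposited table holds expected counts with fractions, 1 row per gene symbol, not normalized, and it still holds genes without reads in any core. All of its columns for samples were used. Totals per core ranged from 13671264 to 37529352 (median 23914684). Reads are not independent molecules, and a total says only how precisely a gene was counted. The spread between cores of a group was far above counting noise, with a lowest chi-square per degree of freedom of 84.9 between 2 cores of a group, so the error bars are SDs between cores.

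The design says that rows sharing a symbol are summed. The 28 rows whose symbols had been turned into dates share no true symbol and were left out, which was decided after seeing the table. Genes of the lists were matched by symbol and, where absent, by older symbols in the RefSeq gene table, a step also added after seeing the table. Coordinates are those of the GENCODE annotation of hg38, and for HIST1H1C of the current name that the RefSeq table gives it. Cores were grouped by the names that Source Data File 3 and the labels give them; for 8 cores the histologic annotation in the labels contradicts the name. The pairing of the DCIS and IDC cores of 7 patients comes from the labels, and was checked by the correlation of the deviations from the group means, which was 0.324 to 0.766 within the pairs. Patients were not used as a block in the tests reported first, since the paper tests groups without pairing; the replicate block is an alternative.

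Signature scores follow the steps the paper names: upper-quartile scaling, log transformation and median centring. The pseudocount of 1 and the base 2 were chosen here, since the paper's text names neither. Group means and SDs of single genes are counts under the same scaling. Scores were compared by two-sided exact permutation tests in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with Benjamini-Hochberg adjustment over the 6 pairwise comparisons of a signature. The difference between subtypes of the step from DCIS to IDC was tested with 100000 permutations, and the marker genes likewise. Figures were drawn with matplotlib 3.10.9. Gene-level tests used edgeR 4.0.16 in R 4.3.3 on all 4 groups, with TMM factors, filterByExpr and an adjusted p threshold of 0.05. DESeq2 1.42.0, limma 3.58.1, camera and fry were used as alternatives, the gene set tests with adjustment over 5 signatures and 3 comparisons. When TMM or DESeq2 factors replaced the upper quartile in the scores, the values were brought to the level of the first scaling so that the pseudocount meant the same. Random draws used the seed 20220718.

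The steps were tested on simulated data with 200 changed genes among 26572. For basal-like DCIS against LumA DCIS, edgeR recovered 58.5% of them with 4 false calls, against 75% and 56 false calls for DESeq2. It recovered 41% with 1 false call against basal-like IDC, and 14% with 1 false call for the interaction. It made 0 false calls where nothing had been changed, and camera called 0 of 20 unchanged lists. The changes were large, and the simulated genes and cores were independent. Genes of the signatures move together, with estimated correlations of 0.0519 to 0.455. The 0 of 20 therefore says nothing about camera's false calls on such lists.

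The alternatives were other scalings (the upper quartile over the genes with a read in the core, TMM, DESeq2's size factors), pseudocounts of 0.1 and 10, gene z-scores, expressed genes only, the median over genes, ranks within a core, genes unique to a list, the histologic annotation as the disease state, only the cores with agreeing labels, other tests, other filters, the replicate block and leaving out each core. The normalization that matches Source Data File 3 and, for the marker genes, the mean per patient and the DCIS cores alone were added after seeing the data. Genes are named by a rule: for each C3Tag DCIS and NFKB list, the 3 genes with the largest and the 2 with the smallest difference between basal-like DCIS and LumA DCIS among those with a mean of at least 10 counts; the 5 largest rises and the 5 largest falls among genes past the threshold with an official symbol and groups that do not overlap; the PAM50 markers; and genes the paper names. The rule also named GSTM1, which is not reported here because the expression of this gene can reveal an inherited deletion in a person. The lists are those of Supplementary Files 3 and 4; GZME of the cytotoxic T cell list has no human symbol. The 14 leukocyte markers and the tests of leukocyte RNA, of labels and of differences between patients were chosen after the scores had been seen. So were the 100 further draws of the thinned libraries and the bounds with 1 core left out.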

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

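Of the tests here, only the thinning of the libraries for the gene counts was set before its result was seen; the splits of the cores and the correlations over patients were chosen only after the result was seen.

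In basal-like DCIS against LumA DCIS, 2220 of the 27177 tested genes had an adjusted p under 0.05, a comparison of all genes that the paper does not report. Of these, 1535 were higher and 685 lower in basal-like DCIS (69.1% higher), and 7652 genes had an unadjusted p under 0.05. The groups do not overlap in 2629 of all 27177 tested genes (9.67%), where chance gives 0.952%, and genes are not independent of one another. They do not overlap in 1269 of the 2220, which were chosen for their difference between the same cores. Of 100 splits of the 10 cores into groups of the same sizes, only the real one gave as many genes. The highest of the others gave 113. Because the paper assigned the subtypes by expression, the real division is not independent of these genes. Neither the splits nor the share without overlap is therefore a fair test against a random division. A difference in library size is argued against, since thinning every library to the smallest total left 2105 genes (1426 higher, 679 lower). The balance of higher and lower genes depends on the settings. With edgeR's upper-quartile normalization, which shifted the median log2 fold change of all genes by -0.12, 2046 genes passed, 57.1% of them higher, and 1847 were shared with the 2220. With DESeq2, which shifted that median by only -0.023, 4454 genes passed, 56.0% of them higher. With only the genes of at least 10 counts in every core, 2026 passed, 57.3% of them higher. The share was 73.0% with no filter, 68.4% with only the compared groups in the fit and 73.5% with the histologic annotation. The scaling is therefore not the only setting with which the balance moved. The count also depends on single cores: it was 511 without basal-like DCIS 2, 767 without LumA DCIS 4, 980 without LumA DCIS 6, 1027 without LumA DCIS 3, 1299 without basal-like DCIS 3, 1326 without basal-like DCIS 4 and 1463 without LumA DCIS 5. Each of these cores stands for a different patient. Since subtype was assigned by expression, the splits cannot exclude differences between patients that are unrelated to subtype. A trait of the patients that goes with subtype stays open. The share of each cell type in a core was not measured, so a difference between subtypes and a difference between cell mixtures stay open as well. No RNA quality is given for the cores.

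The largest rises among genes whose groups do not overlap were in genes with at most 3 counts in every LumA DCIS core, so only lower bounds can be given. BARX1 was at least 82.5-fold higher in basal-like DCIS, SLC22A31 at least 32.5-fold, GFRA3 at least 6.87-fold, ASNSP1, a pseudogene that may share reads with its parent gene, at least 5.64-fold and MAFA at least 4.16-fold. These are bounds on the group means. The lowest basal-like DCIS core had a normalized count of 2.01 for BARX1, 2.55 for SLC22A31, 3.35 for GFRA3 and 0.67 for ASNSP1 and MAFA. The lack of overlap therefore rests on few counts in that core. Of these 5 bounds, 4 moved by more than 1.5 times with 1 core left out. Without basal-like DCIS 3, BARX1 was at least 30.9-fold and GFRA3 at least 3.95-fold higher, and without basal-like DCIS 2, SLC22A31 was at least 4.64-fold and MAFA at least 2.70-fold higher. With any 1 core left out, the bound stayed between 4.58 and 7.46 for ASNSP1. The largest falls were in CYP4Z1 (-6.61 on the log2 scale, adjusted p = 0.0305), LRRC31 (-6.35, adjusted p = 0.0305), PCAT18 (-5.75, adjusted p = 0.0323) and RAB6C-AS1 (-5.50, adjusted p = 0.00922), and SPATA4 was at least 10.5-fold lower (8.62 to 13.5 with 1 core left out). RAB6C-AS1 kept its call in 15 of 15 alternatives, CYP4Z1 and LRRC31 in 10 of 15, PCAT18 in 9 of 15, and ASNSP1 in 5 of 14. Leaving out basal-like DCIS 2, 3 or 4 or LumA DCIS 4 took the calls of CYP4Z1 (-6.77 to -5.32), LRRC31 (-6.43 to -6.09) and PCAT18 (-5.95 to -5.30). PCAT18 also lost its call without LumA DCIS 1 (-4.88) or LumA DCIS 6 (-5.81), and ASNSP1 lost its call without any 1 of the LumA DCIS cores or basal-like DCIS 2, 3 or 4 (adjusted p from 0.00295 to 0.115 over 14 alternatives). With the histologic annotation as the disease state, the calls of CYP4Z1 (-5.50), LRRC31 (-5.22) and SPATA4 were lost. CYP4Z1 has a close paralog, and the paper's text does not say that counting used the strand, which RAB6C-AS1, an antisense gene, would need. None of these explanations was tested.

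In 7 of 48 groups examined over 16 lists, 1 core lay far from the others, where chance gives 2.4. LumA DCIS 2 had scores of 1.94 for the activated, 1.13 for the inhibitory and 1.28 for the exhausted T cell list, each the highest of its group, and LumA IDC 2, from the same patient, had 1.44 for the cytotoxic list. These lists share genes, so they do not count as separate results. Basal-like DCIS 1 had 1.77 for the naive T cell list, and LumA IDC 3 had 0.36 for the C3Tag DCIS immune signature. That value of LumA IDC 3 depends on the scaling. With the normalization of Source Data File 3, chosen after seeing the values, the highest immune score of any LumA IDC core was -0.0063. In LumA IDC 3 the gene MALAT1 held 17.4% of the counts, the highest share among the LumA IDC cores. LumA DCIS 1 had -0.36 for the C3Tag Tumor2 cancer cell list, the lowest of its group. The totals of LumA DCIS 2 (21783896), LumA IDC 2 (23582000) and basal-like DCIS 1 (27337124) lie within the range of the other cores, which argues against depth. More T cells in the tissue of 1 patient may lie behind the T cell scores, as expression over all genes was closer within the pairs of a patient than between patients (exact permutation test, p = 0.00694), but this was not tested for the T cell lists. A swap of cores is not excluded, and no biological explanation was tested.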

How the results depend on the processing

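The tests here were set before the results were seen, apart from the normalization of Source Data File 3, which was chosen only after the result was seen.

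Apart from the fits that each left out 1 core, 280 values of the signature comparisons, their interactions and the gene counts kept their direction and their side of the threshold, 30 newly passed it, 12 no longer did, and 5 gene counts moved by more than 1.5 times. None of these reversed. The cause of the changes below was not tested, apart from the smaller number of cores or the larger number of genes where stated.

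From LumA IDC, basal-like DCIS newly passed with TMM factors for the cancer cell (0.85), fibroblast (0.73) and Hallmark NFKB (0.70) scores, with DESeq2's size factors for the cancer cell (0.89) and fibroblast (0.77) scores, as a mean percentile rank for the fibroblast (4.18) and Hallmark NFKB (3.90) scores, and with the upper quartile over the genes with a read in the core (0.48) or the normalization of Source Data File 3 (0.50) for the immune score. The TCGA NFKB differences from LumA DCIS and LumA IDC no longer passed with that upper quartile (1.20 and 1.33), the normalization of Source Data File 3 (1.21 and 1.35), the mean percentile rank (6.67 and 7.38), the histologic annotation (0.88 and 0.94), only the cores whose labels agree (1.37 and 1.53, where the cores left allow no p under 0.0667 and 0.1 in the exact test, so this says nothing about stability) and camera with an estimated correlation (1.23 and 1.39).

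The gene set tests ask about the genes of a list rather than its score. Camera with its preset correlation newly passed the mean log2 fold changes from LumA DCIS, LumA IDC and basal-like IDC of the cancer cell (0.65, 0.89 and 0.59), fibroblast (0.71, 0.80 and 0.55), immune (0.51, 0.60 and 0.32) and Hallmark NFKB (0.66, 0.72 and 0.26) signatures and of the TCGA NFKB signature from basal-like IDC (0.31). Fry newly passed those from LumA DCIS and LumA IDC of the cancer cell, fibroblast, immune and Hallmark signatures, with the same fold changes. Camera with an estimated correlation passed none of these.

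Genes differing between basal-like DCIS and LumA DCIS numbered 4454 with DESeq2 and 1298 with no filter, which tests more genes (45885). DESeq2 also called 1 gene between basal-like DCIS and basal-like IDC, 8 between LumA DCIS and LumA IDC and 1 for the interaction. That 1 gene is RP11-345J13.1 in both, chosen after its values were seen (adjusted p = 5.26e-14 and 3.03e-08), whose highest count in any core is 187. The other settings left these counts at 0 (666, 364 and 398 genes at an unadjusted p under 0.05 with the edgeR settings used here), with adjusted p-values over 0.05 for every gene, apart from 1 core left out (below).

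With 1 core left out, which also lowers the number of cores, the TCGA NFKB difference ranged from 1.02 to 1.30 from LumA DCIS, from 1.05 to 1.41 from LumA IDC and from -0.0043 (without basal-like IDC 3) to 1.20 (without basal-like IDC 1) from basal-like IDC. The fibroblast difference from LumA DCIS ranged from 0.38 to 0.67 and passed only without LumA DCIS 3 (0.64). Genes differing between basal-like DCIS and LumA DCIS ranged from 511 (without basal-like DCIS 2) to 3016 (without basal-like DCIS 1), and those of the interaction from 0 to 1. That gene is RP11-734K23.9, chosen after its values were seen (log2 fold change -4.94, adjusted p = 0.02004, without LumA IDC 1).

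Among the other lists, the difference of the Oncotype DX DCIS proliferation genes from basal-like IDC turned from -0.07 to 0.0093 with the upper quartile over the genes with a read in the core, 0.036 with TMM factors, 0.015 with DESeq2's size factors and 0.25 as a mean percentile rank. That of the Tumor2 list turned to -0.0036 as the median over genes. With the histologic annotation, the Tumor1 (-0.018), activated (-0.11) and inhibitory (-0.075) T cell differences from basal-like IDC turned. Among the named genes, BIRC3 ranged from -0.19 (without basal-like DCIS 1) to 0.62, and KRT14, at -0.11, from -0.55 to 0.17 (without basal-like DCIS 2; 0.16 without basal-like DCIS 3 and 0.045 without LumA DCIS 6). Apart from the fits that each left out 1 core, 13 other values of named genes newly passed and 11 no longer did, and with 1 core left out 4 newly passed and 58 no longer did.

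With the patient as a replicate block, the gene counts stayed at 0. For the 5 scores, the block sets basal-like DCIS against basal-like IDC over 3 pairs, where the exact test allows no p under 0.25, so these values, counted above among the 280, say nothing about stability. The differences were then 0.41 (cancer cell), 0.37 (fibroblast), 0.43 (immune), 0.59 (TCGA NFKB) and 0.32 (Hallmark NFKB). At the thinned depth of 13671217 counts per core, 24527 genes passed the filter on low counts, so depth limits the genes with few counts.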

Differences from the paper's values

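The tests here were set before the results were seen, apart from the normalization of Source Data File 3, which was chosen only after the result was seen.

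For the median C3Tag DCIS cancer cell score of LumA DCIS, the paper's value is about 0.03 in Fig. 4c, read by eye, and the value here is -0.0695. The signs differ, by less than the SD between cores (0.446). Among the alternatives set before the data were examined, the value was positive with the upper quartile over the genes with a read in the core (0.0207), with a pseudocount of 10 (0.0163), with only the genes in none of the other C3Tag DCIS lists (0.114) and with only the cores whose labels agree (0.0700). It stayed negative with TMM factors, DESeq2's size factors, a pseudocount of 0.1, expressed genes only, the median over genes, the histologic annotation and each LumA DCIS core left out. With the normalization of Source Data File 3, chosen after seeing the values, it was 0.0228.

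For the median C3Tag DCIS fibroblast score of LumA DCIS, the paper's value is about 0.02 in Fig. 4d, read by eye, and the value here is -0.0782. Of the alternatives set before the data were examined, only the upper quartile over the genes with a read in the core gave a positive value (0.0183). The normalization of Source Data File 3, chosen after seeing the values, gave 0.0162.

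The paper states that the cancer cell score of basal-like DCIS is significantly higher than in the other groups, and Fig. 4c marks its differences from LumA DCIS and LumA IDC. Here the adjusted p was 0.4 and 0.190, and 0.4 from basal-like IDC. The difference from LumA DCIS passed with fry and with camera at its preset correlation. That from LumA IDC passed with these and with TMM factors and DESeq2's size factors, and that from basal-like IDC with camera at its preset correlation. With its correlation estimated from the data, camera passed none of these differences.

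For the fibroblast score, the paper states a significant enrichment in basal-like DCIS, in its discussion against LumA DCIS, and Fig. 4d marks all 3 differences. Here the adjusted p was 0.457 from basal-like IDC, 0.271 from LumA DCIS and 0.0952 from LumA IDC. The first passed with camera at its preset correlation. The second passed with that test, with fry and without LumA DCIS 3. The last passed with both tests, with TMM factors, with DESeq2's size factors and as a mean percentile rank.

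For the immune score, the paper states an enrichment in basal-like DCIS, in its discussion a significant one against LumA DCIS, and Fig. 4e marks the differences from LumA DCIS and LumA IDC. Here the adjusted p was 0.3 and 0.190. Both passed with fry and with camera at its preset correlation. The second also passed with the upper quartile over the genes with a read in the core and with the normalization of Source Data File 3, chosen after seeing the values. With its correlation estimated from the data, camera passed neither.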

Other observations

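Of the tests here, only the random lists were set before their result was seen; the thinning applied to the scores, the leukocyte adjustment, the tests of labels and patients, the mean per patient and the splits were chosen only after the result was seen.

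The TCGA NFKB score was higher in basal-like DCIS than in LumA DCIS. A difference in library size is argued against, since with every library thinned to the smallest total (13671217 counts) the difference was 1.12 in place of 1.13 (exact permutation test, p = 0.0143), and over 100 further draws it lay between 1.08 and 1.16 with the same p. From LumA IDC it was 1.21 (exact permutation test, p = 0.0238), and 1.19 to 1.28 over the draws. The adjusted p of both rose to 0.0714, so they did not pass the adjustment in that draw, and they passed it in 62 of the 100 further draws (adjusted p from 0.0476 to 0.0714). A shift of all genes of the same expression level is argued against too: none (0%) of 10000 random lists matched on mean expression gave a difference as high, and their median was -0.06. For the other signatures, 0% (cancer cell), 0.01% (fibroblast), 0.06% (immune) and 0% (Hallmark NFKB) of random lists were as high. Genes of a signature move together, which random lists do not, so these shares are no p-values.

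More leukocyte RNA in basal-like DCIS is a candidate explanation for the NFKB scores. The mean score of 14 leukocyte markers, of which 0 are in the signatures, was 1.06 ± 0.48 (SD, n = 4) in basal-like DCIS, -0.01 ± 1.46 (SD, n = 3) in basal-like IDC, -0.15 ± 0.99 (SD, n = 6) in LumA DCIS and -0.53 ± 1.01 (SD, n = 5) in LumA IDC. It was higher in basal-like DCIS than in LumA DCIS by 1.21 (exact permutation test, p = 0.0571) and than in LumA IDC by 1.60 (exact permutation test, p = 0.0397). Among the most abundant markers, normalized counts in basal-like DCIS and LumA DCIS were 1803 ± 1356 and 1463 ± 1052 for PTPRC, 1242 ± 425 and 734 ± 273.9 for CSF1R, 1204 ± 348 and 413 ± 240 for ITGAX, and 976 ± 457 and 379 ± 253 for CD68. Adjusted for this score, the TCGA NFKB difference from LumA DCIS was 0.46, a removal of 58.7% (exact permutation test, p = 0.0286, adjusted p = 0.171). From LumA IDC it was 0.36, a removal of 70.8% (exact permutation test, p = 0.103, adjusted p = 0.262). For both comparisons, leukocytes as the whole source cannot be told apart from a part that leukocytes do not carry, since the remaining difference neither passes the adjustment nor reaches 0. The adjustment removed 34.7% and 47.1% of the immune differences from LumA DCIS and LumA IDC and 38.6% and 45.5% of the Hallmark NFKB differences. It removed 4.64% and 4.44% of the cancer cell differences and 2.93% and 3.33% of the fibroblast differences. NFKB activity in cancer cells stays open, because bulk RNA does not separate the cells.

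The DCIS core of each of the 3 basal-like pairs had the higher cancer cell, fibroblast and immune score by the names of the cores. By the histologic annotation this held in 1 of 3 pairs for each score, since the labels of 2 pairs contradict the names. A mislabelled sample cannot be told apart from a difference between the lesions, because no value in the data says which label is right.

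Expression of the DCIS and IDC cores of a patient lay together. Over 24398 genes, the deviations from the group means correlated within each of the 7 pairs (0.324 to 0.766) more than with any core of another patient from the other lesion of the same subtype (at most 0.176). The mean correlation was 0.63 within the pairs and at most 0.46 under the other pairings (one-sided exact permutation test, p = 0.00694, the smallest that 144 pairings allow). Differences between patients that both lesions share are therefore there over all genes, and whether they are biological or come from a specimen handled as a whole stays open. For the scores this is less clear. Over 7 pairs, the deviations of the TCGA NFKB score from the group means had r = 0.753 (exact permutation test within subtypes, p = 0.0625, adjusted p = 0.156 over 5 relations) and rho = 0.893 (exact permutation test, p = 0.0278, adjusted p = 0.139). Without the 2 pairs farthest from the median, r was 0.66 over 5 pairs. For the cancer cell, fibroblast, immune and Hallmark scores r was 0.60, 0.51, 0.65 and 0.39, and without the 2 farthest pairs it was 0.76, 0.10, 0.73 and -0.20, so the fibroblast and Hallmark relations rest on those pairs. None of these relations of the scores passed the adjustment, so for the scores alone, differences between patients cannot be told apart from chance with 7 pairs.

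In edgeR's test on all cores, no gene passed an adjusted p of 0.05 between basal-like DCIS and basal-like IDC (0 genes, 666 at an unadjusted p under 0.05, and 1 gene with DESeq2). The same held between LumA DCIS and LumA IDC (0 genes, 364 unadjusted, and 8 with DESeq2). It also held for the interaction of lesion and subtype (0 genes, 398 unadjusted, and 1 with DESeq2). Of 27177 genes tested, these unadjusted counts are fewer than chance gives. The fit treats the cores of a patient as independent although their expression lay together, so it can miss differences within patients. With the patient as a replicate block, 1577, 549 and 810 genes had an unadjusted p under 0.05, only the first above what chance gives. The adjusted counts stayed at 0, 0 and 0. Every one of the splits of the cores therefore gave as many genes, 35 of 35, 100 of 100 and 100 of 100. Other splits gave up to 3696, 28 and 2210 genes. Of these splits, 8 of the 35 and 13 of the 100 part all pairs of a patient, as the real one does. Each of those gave 0 genes, while the split with 3696 genes parted 0 of the pairs. The simulated data gave calls against basal-like IDC and for the interaction at these group sizes, but for large changes and with independent cores. They held 0 changed genes between LumA DCIS and LumA IDC, so they say nothing about the genes that comparison can find.

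The other lists of Supplementary Files 3 and 4 were scored in the same way, but adjusted over all 22 comparisons of 11 lists with 2 groups rather than over the 6 of a signature. None (0) passed an adjusted p of 0.05 (range 0.105 to 0.971), and 7 had an unadjusted p under 0.05 (exact permutation tests). Over 22 comparisons, 1 list alone at the smallest possible p has an adjusted p of 0.105 and cannot pass, so the count of 0 says nothing about a single list. The 5 proliferation genes of the Oncotype DX DCIS assay were higher in basal-like DCIS than in LumA DCIS by 2.43 (exact permutation test, p = 0.00476, the smallest possible, adjusted p = 0.105), with 4 of 4 basal-like DCIS cores above all LumA DCIS cores, and differed from basal-like IDC by -0.07. The differences from LumA DCIS and from basal-like IDC were 0.35 and 0.11 for the C3Tag Tumor cancer cell list, 0.35 and 0.39 for the Tumor fibroblast list, 0.49 and 0.40 for the Tumor immune list, 0.29 and 0.12 for the Tumor1 list and 0.15 and 0.11 for the Tumor2 list. For the T cell lists they were 1.68 and 0.98 (activated), 0.90 and 0.55 (inhibitory), 1.10 and 1.05 (cytotoxic), 0.94 and 0.55 (exhausted) and 0.94 and 1.08 (naive). Against LumA DCIS, exact permutation tests gave p = 0.00952 for the Tumor cancer cell list, with 4 of 4 basal-like DCIS cores above. They gave 0.0190 for the Tumor immune list and 0.0333 to 0.0476 for the naive, activated, inhibitory and exhausted T cell lists. In the same test, the Tumor cancer cell and immune values were lower than those of the DCIS signatures (0.133 and 0.1). The Tumor fibroblast value was higher (0.248 against 0.0905). The scores of the basal-like IDC cores ranged from -0.10 to 0.30 (Tumor cancer cell), -0.27 to 0.43 (Tumor1) and 1.04 to 2.96 (Oncotype DX). They ranged from -0.84 to 2.39 (activated) and -1.33 to 2.01 (naive), and for Tumor2 only from -0.086 to 0.050. The differences from basal-like IDC can therefore rest on single cores. The paper does not report these lists for the human cores, and no explanation was tested.

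Of the genes the paper names, BIRC5 (log2 fold change 3.35, adjusted p = 0.000319), MYBL2 (4.13, adjusted p = 0.00142), AURKA (2.31, adjusted p = 0.00992) and MKI67 (1.92, adjusted p = 0.0134) were higher in basal-like DCIS than in LumA DCIS and kept their calls in 16 of 16 alternatives. CCNB1 (1.32, adjusted p = 0.0421) kept its call in 6 of 16, with an adjusted p from 0.0125 to 0.120, and lost it without basal-like DCIS 2, 3 or 4 or LumA DCIS 2, 3, 4, 5 or 6 (1.08 to 1.36). CCNB1 also lost its call with edgeR's upper-quartile normalization (1.18, adjusted p = 0.0501) and with no filter (1.26, adjusted p = 0.0791). PDCD1 had normalized counts of 53.4 ± 35.4 (SD, n = 4) and 10.2 ± 13.0 (SD, n = 6), a log2 fold change of 2.47 (adjusted p = 0.0710). It passed without LumA DCIS 2 (3.48) and with DESeq2, with an adjusted p from 0.0268 to 0.184 over 15 alternatives. CD274 had a log2 fold change of -0.42 (adjusted p = 0.613), which was -0.78 without basal-like DCIS 1, -0.19 without basal-like DCIS 4 and -0.24 without LumA DCIS 4. Among the subtype markers, FOXC1 (2.96, adjusted p = 0.0222) fell to 1.54 without basal-like DCIS 3 and lost its call there and without LumA DCIS 4 (2.90; adjusted p up to 0.126 over 16 alternatives). All of these genes had an adjusted p of 1 against basal-like IDC.

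In edgeR's test, the other subtype markers did not pass between basal-like DCIS and LumA DCIS. Their log2 fold changes were -1.93 for ESR1 (adjusted p = 0.321), -3.58 for PGR (adjusted p = 0.0746), -1.96 for FOXA1 (adjusted p = 0.246) and -1.38 for BCL2 (adjusted p = 0.124). They were -0.56 for KRT5 (adjusted p = 0.728), -0.11 for KRT14 (adjusted p = 0.948) and 1.00 for KRT17 (adjusted p = 0.518). PGR passed with DESeq2 (-3.59), with an adjusted p from 0.00458 to 0.174 over 16 alternatives. ESR1 was at -3.01 without basal-like DCIS 4. KRT17 was at 0.45 without basal-like DCIS 2, and KRT5 at -1.10 without basal-like DCIS 1, -0.33 without basal-like DCIS 2 and -0.28 without basal-like DCIS 3. KRT14 turned to 0.17 without basal-like DCIS 2, 0.16 without basal-like DCIS 3 and 0.045 without LumA DCIS 6, and was at -0.55 without basal-like DCIS 1, -0.45 without basal-like DCIS 4, -0.32 without LumA DCIS 1 and -0.069 without LumA DCIS 5. On the mean log2 values, the exact permutation test of the same cores, chosen after seeing the data, gave differences of -3.83 for FOXA1 and -1.93 for BCL2 (p = 0.00476 for each, the smallest possible, adjusted p = 0.0143 over 9 genes), with 6 of 6 LumA DCIS cores above all basal-like DCIS cores. It gave -5.15 for PGR (exact permutation test, p = 0.00952, adjusted p = 0.0214) and -3.76 for ESR1 (exact permutation test, p = 0.0238, adjusted p = 0.0357), each with 5 of 6 LumA DCIS cores above. These 4 genes therefore passed in the exact test and not in edgeR's. The tests also differ in the scaling and in the number of genes adjusted over (27177 in edgeR's, 9 in the exact test). For these 4 genes, edgeR's log2 fold changes also lay closer to 0 than the differences in mean log2 values. The standard errors of FOXA1 (1.09) and ESR1 (1.25) were too large for either to pass even without adjustment. For FOXA1 and ESR1, the number of genes adjusted over therefore does not decide the call. For PGR and BCL2, what decides it cannot be told. KRT5, KRT14 and KRT17 passed neither (adjusted p = 0.45, 0.552 and 0.447 in the exact test). No explanation was tested for this.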
